# Glycogen synthase kinase-3 inhibition and insulin enhance proliferation and inhibit maturation of human iPSC-derived cardiomyocytes via TCF and FOXO signaling

**DOI:** 10.1016/j.stemcr.2024.11.001

**Published:** 2024-12-05

**Authors:** Qianliang Yuan, Devin Verbueken, Rafeeh Dinani, Rosa Kim, Eric Schoger, Chloé D. Morsink, Shamim Amiri Simkooei, Luuk J.M. Kemna, Jesper Hjortnaes, Diederik W.D. Kuster, Reinier A. Boon, Laura Cecilia Zelarayan, Jolanda van der Velden, Jan W. Buikema

**Keywords:** hiPSC-CMs, iPSC, cardiomyocytes, CHIR99021, Wnt, insulin, proliferation, maturation, FOXO, TCF

## Abstract

Embryonic signaling pathways exert stage-specific effects during cardiac development, yet the precise signals for proliferation or maturation remain elusive. To uncover the cues for proliferation, we performed a combinatory cell-cycle screen for insulin and glycogen synthase kinase-3 (GSK3) inhibition in spontaneously beating human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs). Our analysis for proliferation, and subsequential downstream sarcomere development, gene expression analysis, and molecular interventions identified a temporal interplay between insulin/Akt/FOXO and CHIR99021/Wnt/GSK3/TCF signaling. Combined pathway activation led to proliferation of immature hiPSC-CMs with low sarcomere and mitochondria content, while, in the absence of pathway activators, cardiomyocytes rapidly exited the cell cycle and fetched higher organization of sarcomeres and mitochondria. Our data demonstrate two important pathways, which enhance proliferation and inhibit maturation, and provide molecular mechanistic understanding of these cell fate decisions in immature hiPSC-CMs.

## Highlights

• Insulin and GSK3β inhibition are two important transient cues for proliferation of immature hiPSC-CMs and inhibit maturation
• GSK3β inhibition represses sarcomere buildup in immature hiPSC-CMs
• Inhibition of FOXO transcription underlies cell-cycle activity in response to insulin

## Introduction

The lack of understanding about true regeneration of the human heart is reflected in the current medical therapies for heart failure that do not aim to cure the underlying deficit of functional cardiomyocytes (Galdos et al., 2017; Lazar et al., 2017; Ouwerkerk et al., 2023). Whereas cell turnover in the adult heart is extremely low, during development embryonic signaling pathways regulate the robust increase in myocardial mass through cardiomyocyte duplication. Orchestration of these cell fate decisions require temporal and stage-specific specification and growth of the various myocardial compartments. This involves a tight regulation of the local cardiomyocyte proliferation and is directed by a network of signaling pathways, including Neuregulin1/ErbB2/4 (Bersell et al., 2009; D'Uva et al., 2015; Grego-Bessa et al., 2023), bone morphogenic proteins (BMPs) (Klaus et al., 2007), insulin growth factor (IGF)/phosphatidylinositol 3-kinase (PI3K)-AKT (Engels et al., 2014), Hippo-YAP (Heallen et al., 2011; Lin et al., 2015; von Gise et al., 2012; Xin et al., 2013), and NOTCH (Collesi et al., 2008; Grego-Bessa et al., 2007).

Remarkably, within the developing ventricular compartment, differential proliferation rates are observed within the compacted, trabecular, and septal zones. The proliferation rates of immature cardiomyocytes in the compacted myocardium gradually decline following specification and maturation (Buikema et al., 2013; Ye et al., 2015). Differentiation coincides with multiple isoform switches of genes that regulate the expression of proteins essential for the contractile apparatus, culminating in their functional maturity (Miyata et al., 2000; Reiser et al., 2001), In parallel, these sarcomeric isotype switches coincide with a metabolic preference for fatty acids as the substrate for adenosine triphosphate (ATP) production (Lopaschuk et al., 1991). These functional and metabolic transitions in ventricular cardiomyocytes are driven by a demand for increased cardiac output of the growing body.

We and others have previously shown that during mitosis cardiomyocytes disassemble all sarcomeres before proceeding to cytokinesis, a phenomenon inversely related to contractility (Buikema et al., 2020; Yuan et al., 2022). Moreover, we and others have shown that the canonical Wnt/β-catenin signaling pathway plays an essential role in regulating the cell fate decisions such as required for cardiogenesis and cardiac development. Notably, the canonical Wnt/β-catenin signaling pathway exerts a biphasic effect on mesoderm development versus cardiac specification and growth, which is incorporated in the robust cardiac differentiation of human induced pluripotent stem cells (hiPSCs) (Lian et al., 2012, 2013) and proliferation of immature hiPSC-derived cardiomyocytes (hiPSC-CMs) (Buikema et al., 2020; Mills et al., 2019; Sharma et al., 2018; Titmarsh et al., 2016; Uosaki et al., 2013).

Yet, it remains unknown what cues facilitate the switch between proliferation and maturation in immature hiPSC-CMs (Fetterman et al., 2024). Here, we study the contribution of the CHIR99021 (CHIR) small molecule via the Wnt/glycogen synthase kinase (GSK)3β/β-catenin/T-cell factor (TCF) axis and insulin via the insulin/PI3K-AKT/Forkhead box O (FOXO) route on the stage-specific effects for proliferation and maturation in immature hiPSC-CMs. In a combinatory screen we found that both insulin and CHIR had effects on promoting proliferation of immature hiPSC-CMs, whereas the absence of these pathway activators led to rapid cell-cycle exit and metabolic and structural maturation of hiPSC-CMs. These findings provide novel insights into the molecular signaling pathways that control the interplay between proliferation and maturation of cardiomyocytes during heart development.

## Results

### Insulin and CHIR99021 are important cues for proliferation of immature hiPSC-CMs

One of the widely used methods for hiPSC-CM differentiation and culture consists of RPMI 1640 medium supplemented with B27 components containing an estimated final concentration of 58 nM (340 ng/mL) of insulin (Lian et al., 2012; Decourtye et al., 2018). Previous research demonstrated that the addition of CHIR in 2–5 μM to the culture media resulted in significant long-term expansion of hiPSC-CMs (Buikema et al., 2020; Quaife-Ryan et al., 2020). Remarkably, addition of CHIR to the chemically defined media consisting of three components (CDM3) did not result in a long-lasting expansion of hiPSC-CMs (data not shown). We set up a combinatory screen for a gradient of insulin and CHIR concentrations to assess the effects on hiPSC-CM proliferation (Figures 1A and S1). Our screen showed that the combination of 58 nM (340 ng/mL) insulin and 3.0 μM CHIR resulted in optimal proliferation of hiPSC-CMs (Figures 1B and S1D). Moreover, when both insulin and CHIR compounds were withdrawn from the RPMI 1640 with B27 supplement (minus insulin) media, the hiPSC-CMs that were sparsely seeded exhibited extremely low proliferation rates (1.48% ± 0.18%) versus high average proliferation rates (38.45% ± 3.86%) in cells stimulated with both insulin and CHIR, such as quantified by the fraction of Ki67- and Troponin T-positive cells (Figures 1C and 1D). In contrast, stimulating hiPSC-CMs with insulin or CHIR alone only increased proliferation by 5- to 10-fold (Figure 1D). We further confirmed hiPSC-CM cell-cycle activity upon CHIR and insulin exposure in a double-transgenic FUCCI hiPSC cell cycle reporter line (Figure 1E). Culturing cells in CHIR-containing media increased the percentage of S/G2-phase cardiomyocytes (ECFP^+^ cells), and supplementation of insulin enhanced the cell-cycle activation in the first days of treatment (Figures 1F, 1G, and S1E). We conclude that in our previously described expansion media, consisting of multiple factors (B27) and CHIR, the insulin and CHIR form the two essential molecular cues for hiPSC-CM proliferation.

**Figure 1:**
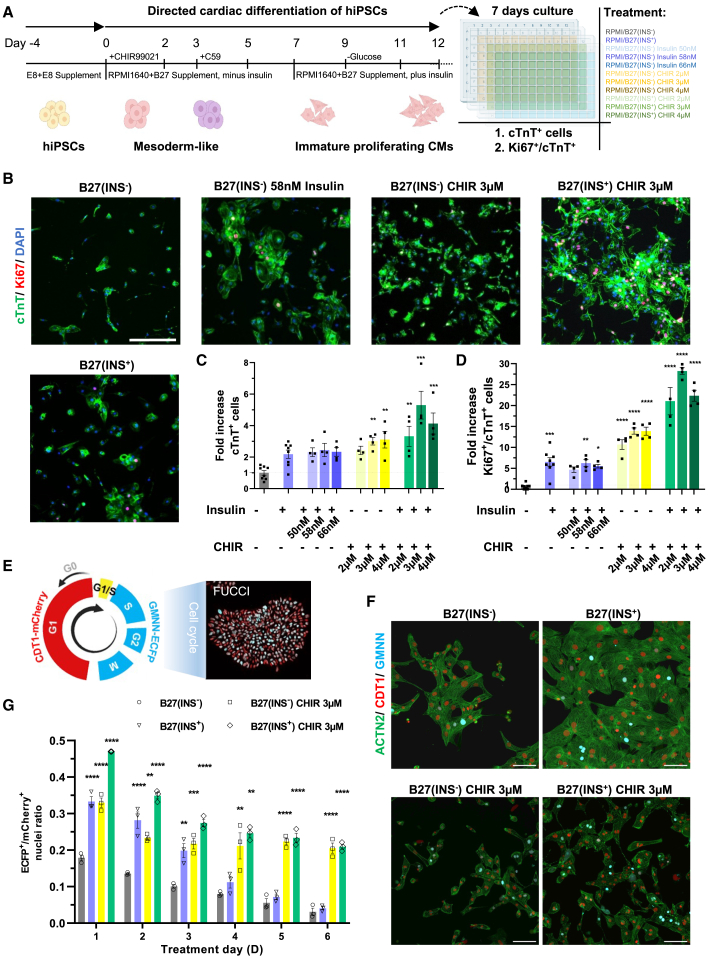
**Combinatorial screen of insulin and GSK3β inhibitorCHIR99021for hiPSC-CM proliferation** (A) Schematic of combinatory screen setup for insulin and CHIR99021 (CHIR) in hiPSC-CMs. (B) Representative immunofluorescence images of hiPSC-CMs for the optimized concentrations of insulin (58 nM–340 ng/mL) and/or CHIR (3.0 μM). Cells were stained for cTnT (green), Ki67 (red), and nuclei (DAPI, blue). Scale bar, 200 μm. (C) Graph displaying fold increase in cTnT^+^ cells normalized to B27(INS^−^). (D) Graph displaying fold increase in percentage of Ki67^+^/cTnT+ cells normalized to B27(INS^−^). (E) Schematic of FUCCI cell-cycle reporter system with CDT1-mCherry and GMNN-ECFP. (F) Representative triple fluorescent live-cell imaging hiPSC-CMs expressed CDT1-mCherry, GMNN-eCFP, and ACTN2-eGFP for indicated culture conditions. Scale bar, 100 μm. (G) Graph displaying ratios of CDT1-mCherry-positive cells (nuclei) and GMNN-ECFP-positive cells (nuclei). (B–D) Data are presented as mean ± SEM. *n* ≥ 4 independent cultures from three batches of SCVI-273 cell line. Data are normalized to B27(INS^−^) condition for fold increase of cell number in cTnT^+^ and/or Ki67^+^ hiPSC-CMs. (F and G) *N* = 3 independent experiments from the TC1133-ACTN2-Citrine-FUCCI cell line were analyzed in 9 replicates per condition. (C, D, and G) Statistical analysis by one-way ANOVA followed by Dunn’s multiple comparisons test compared to the B27(INS^−^) condition (. ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001.

### No exposure to insulin and CHIR99021 results in differentiation of immature hiPSC-CMs

Previous studies in hiPSCs have shown that the cell-cycle pathways act as a deterministic restriction on the pluripotent state of stem cells. Pluripotency control is connected to the cell-cycle machinery, where S and G2 phase-specific pathways deterministically restrict pluripotent state dissolution (Gonzales et al., 2015). In this process, pathways such as PI3K/AKT, transforming growth factor β, MEK, and FGF in G1 phase potentially permit the initiation of differentiation (Gonzales et al., 2015; Liu et al., 2019). Based on our previously described hiPSC-CM expansion media (Buikema et al., 2020; Maas et al., 2021), we identified two main pathway activators for cell division in Figure 1. To further investigate the impact of CHIR and insulin on the maturity of hiPSC-CMs, we established four distinct treatment groups based on the presence or absence of CHIR (3 μM) and/or insulin, denoted as “B27(INS^−^) CHIR^−^,” “B27(INS^+^) CHIR^−^,” “B27(INS^−^) CHIR^+^,” and “B27(INS^+^) CHIR^+^.” Using quantitative reverse-transcription PCR (RT-qPCR) and immunofluorescence assays, we examined mRNA expression levels associated with cardiomyocyte proliferation or maturation (Figures 2A and S2A–S2F). We found a 5-fold higher expression of the embryonic isoform of myosin heavy chain (*MYH6*) in hiPSC-CMs treated with CHIR when compared to only insulin or no stimuli present in the media (Figure 2B). In hiPSC-CMs treated with CHIR, we confirmed activated Wnt target gene expression by *AXIN2* and observed increased expression of the cell-cycle gene *CCND2* (Figure 2B). Interestingly, we found that withdrawal of CHIR and/or insulin gradually led to increased expression of the adult isoform of myosin heavy chain (*MYH7*), the mature/immature myosin heavy chain ratio (*MYH7/6*), and the Troponin I (*TNNI3*) gene. Stable transcriptional activity was found for β-catenin (*CTNNB1*) or the PPAR transcription factors involved in energy homeostasis (Figure 2B). To evaluate the expression of sarcomere proteins after exposure to the defined four treatment conditions, we stained for one cardiac marker, cardiac troponin T (cTnT), and one cardiomyocyte maturation marker, ventricular specific myosin light chain 2v (MLC2v). Notably, we found that MLC2v signal intensity was most highly expressed in the non-proliferative hiPSC-CMs, which were cultured without insulin or CHIR (Figures 2C and 2D). Additionally, we noted a significant increase in cell size upon withdrawal of CHIR from the media (Figures 2C and 2E). Taken together, these findings indicate that insulin and CHIR inhibit the expression of mature cardiomyocyte markers in hiPSC-CMs.

**Figure 2:**
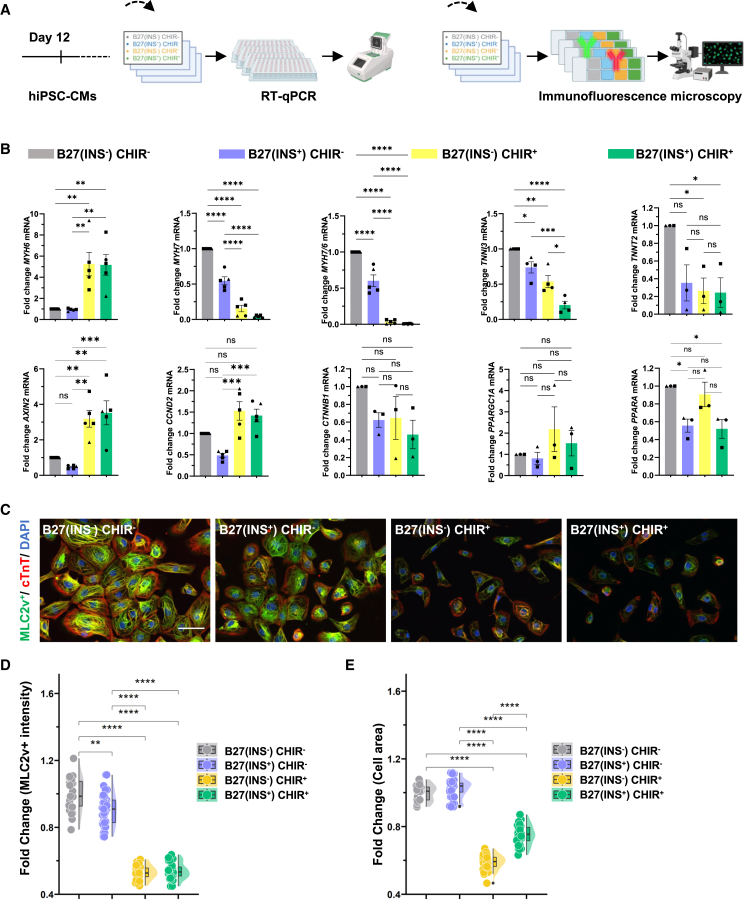
**Molecular characterization of immature hiPSC-CMs exposed to combinations of insulin and CHIR99021** (A) Schematic of the experimental setup (B) RT-qPCR analysis of mRNA expression of the indicated sarcomere, cell cycle, Wnt target, and glucose homeostasis genes. Data from each independent biological experiment are normalized to B27(INS^−^) CHIR^−^, as indicated by the dots: ▲ = SCVI-111 ● = SCVI-114 ▪ = SCVI-273. (C) Representative immunofluorescence images of hiPSC-CMs for the indicated treatments. Images show cTnT (red), MLC2v (green), and nuclei (DAPI, blue). Scale bar, 50 μm. (D and E) Quantification of the MLC2v^+^ intensity (D) and cell surface area; cTnT signal was thresholded and binarized, and holes were filled, whereafter the area per cell was measured (E) in 3 independent batches of hiPSC-CMs of the ● = SCVI-114 line. (B) Data are presented as mean ± SEM. Significance is determined by one-way ANOVA followed by Dunn’s multiple comparisons test standardized to B27(INS^−^) CHIR^−^ condition. (D and E) Data are presented as medians and compared using the Kruskal-Wallis test. *n* = 3 independent experiments from 3 different cell lines (SCVI-273, SCVI-114, and SCVI-111), unless specified different. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001; ns, not significant.

### Sarcomere structure and contractile properties in response to insulin and GSK3 inhibition

The regulation of cardiac contractile function is dependent upon the structure and organization of the sarcomeres. In addition to the observed impact of insulin and CHIR on the expression of sarcomere-associated genes and protein profiles, we further conducted a previously established morphological analysis of sarcomere structure under the designed conditions (Homan et al., 2021). Our analysis of the order and dispersion parameters demonstrated that hiPSC-CMs cultured under the B27(INS^−^) CHIR^−^ condition displayed the most highly organized cTnT striations when compared to cells cultured in B27(INS^+^) CHIR^−^ (Figures 3A, 3B, and S3A). In contrast to hiPSC-CMs cultured in B27(INS^−^) CHIR^−^, the addition of CHIR (B27(INS^−^) CHIR^+^) led to a significant increase in dispersion (0.261 versus 0.653) (Figure 3B, Dispersion) and a decrease in the order parameter (0.785 versus 0.361) (Figure 3B, Order). This difference in dispersion in response to CHIR was amplified by the addition of insulin (B27(INS^+^) CHIR^+^) (0.346 versus 0.706) (Figure 3B, Dispersion). Moreover, average sarcomere length was 1.703 μm in the B27(INS^+^) CHIR^−^ condition, versus an increased sarcomere length with an average of 1.798 μm in hiPSC-CMs cultured in B27(INS^−^) CHIR^−^ (Figure 3B, Sarcomere length). In contrast, the addition of CHIR significantly reduced the average sarcomere length to 1.467 and 1.401 μm in hiPSC-CMs cultured in B27(INS^−^) CHIR^+^ and B27(INS^+^) CHIR^+^, respectively (Figure 3B, Sarcomere length). Previous studies have shown an association between sarcomere function and polyploidization (Pettinato et al., 2021; Yuan et al., 2022), and, in line with that, we observed a larger proportion of mononucleated hiPSC-CMs in the presence of CHIR, versus a larger proportion of multinucleated cells in the absence of CHIR, independent from insulin (Figures S3B–S3D).

**Figure 3:**
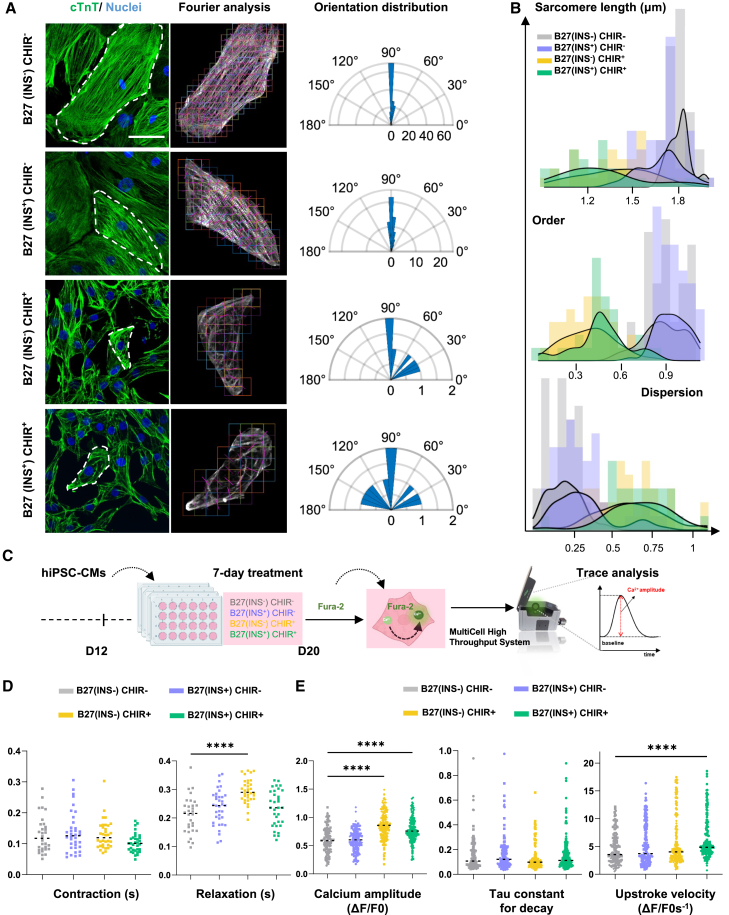
**Structural and functional characterization of contractile hiPSC-CMs treated with insulin and/or CHIR99021** (A) Representative immunofluorescence images of cardiac Troponin T (cTnT) (green) staining and automated sarcomere orientation and distribution analysis using the MorphoScript tool. Nuclei visualized with DAPI (blue). Scale bar, 50 μm. (B) Sarcomere length (upper), order (middle), and dispersion (lower) for indicated treatments presented as histograms. The y axis on each histogram indicates normalized density. (C) Schematic of treatments followed by calcium transient and contractility analysis. (D) Scatterplots of contractility analyses; contraction time (time to peak 70%) and relaxation time (time to baseline 70%) in ▪ = SCVI-273, 3 biological experiments in 10–12 technical replicates per condition. (E) Scatterplots of calcium handling dynamics; calcium amplitude, upstroke velocity, and Tau decay. (D and E) Data are represented as mean ± SD. *n* ≥ 30 cells for each condition were analyzed from *N* = 3 independent experiments from 3 different cell lines (▪ = SCVI-273, ♦ = SCVI-202, and ● = SCVI-114) (Figure S4), unless specified otherwise. Comparisons are performed by Kruskal-Wallis test followed by Dunn’s multiple comparisons test with B27(INS^−^) CHIR^−^ as reference condition. Not significant, *p* > 0.05, ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗∗^*p* < 0.0001.

Next, we evaluated the contraction, relaxation, and calcium kinetics of hiPSC-CMs (Dinani et al., 2023) with and without CHIR and/or insulin (Figure 3C). In all four conditions we found contractile cells with active calcium handling, indicating that these cells were functional cardiomyocytes. Contraction duration was not altered significantly, while relaxation was shortened in the absence of pathway stimuli (Figure 3D). Next, calcium tracings showed similar Tau decay for all four conditions, while calcium amplitude and upstroke velocity were shorter in the absence of CHIR; however, spontaneous beating frequencies also differed per condition (Figures 3E and S4). Taken together, these results highlight that mostly CHIR and to a lesser extent insulin signaling negatively impact sarcomere development. At the two-dimensional level all treatment groups were functional, but no important signs of mature contractility or calcium kinetics were observed in the absence of growth stimuli.

### Metabolic function and substrate utilization in response to GSK3β inhibition and insulin

The metabolic compartmentalization of the embryonic heart displays an enhanced glycolytic program in the compacted myocardium, versus more fatty acid-oxidative metabolic utilization in the more differentiated trabeculae (Menendez-Montes et al., 2016). This metabolic compartmentalization follows the pattern of highly proliferative cardiomyocytes in the compacted myocardium versus more differentiated trabeculae areas (Buikema et al., 2013, 2014; Jeter and Cameron, 1971; Luxán et al., 2013; Ye et al., 2015). To characterize mitochondrial content and function, we used day 12 immature hiPSC-CMs and treated them under the described conditions (Figure 4A). After the four different treatment regimens, we found the highest mitochondria content (Tom20 intensity/cell) in hiPSC-CMs cultured without insulin and CHIR, versus insulin alone and/or CHIR/insulin combinations (Figures 4B and 4C). Moreover, we mostly observed a perinuclear localization of mitochondria in cells cultured with CHIR, as an indicator of immaturity, versus combined perinuclear and cytoplasmic localization of mitochondria in cells cultured without CHIR (Figure 4B). In contrast, insulin played a facilitating role in hiPSC-CMs in terms of mitochondrial respiration, as evidenced by the enhancements observed in basal oxygen respiration, ATP-linked respiration, proton leak, and spare reserve capacity (Figures 4D–4H). Conversely, the inhibition of GSK3β led to further reductions in these parameters of mitochondrial respiration, irrespective of insulin presence (Figures 4D–4H). Additionally, substrate-blocking assays performed in different media compositions revealed that in hiPSC-CMs cultured without insulin, and supplemented with fatty acids, the oxygen consumption rate was restored to a level comparable to when insulin was present in the media (Figures S5A–S5D). This indicated a relative dependency on fatty acids for ATP production in cells cultured without insulin and CHIR. To this end we verified the uptake of fatty acids in cells treated with all four groups and indeed found that in the absence of insulin and CHIR, the hiPSC-CMs had the highest uptake of fatty acids, as an indicator of more maturity of these cells (Figures S6A–S6C). Interestingly, insulin was less essential than CHIR in this process, and the addition of fatty acids to the culture media induced a switch to mitochondrial oxidative phosphorylation and decreased glycolysis dependency and glutamine metabolism (Figures S5B–S5D). These results collectively indicate that insulin is not essential for the metabolic switch of hiPSC-CMs but is required for the oxidation of substrates such as glucose and glutamine. Altogether, those results indicate that insulin and CHIR stimulation led to decreased mitochondria content, lower energy production, and repression of fatty acids utilization in hiPSC-CMs.

**Figure 4:**
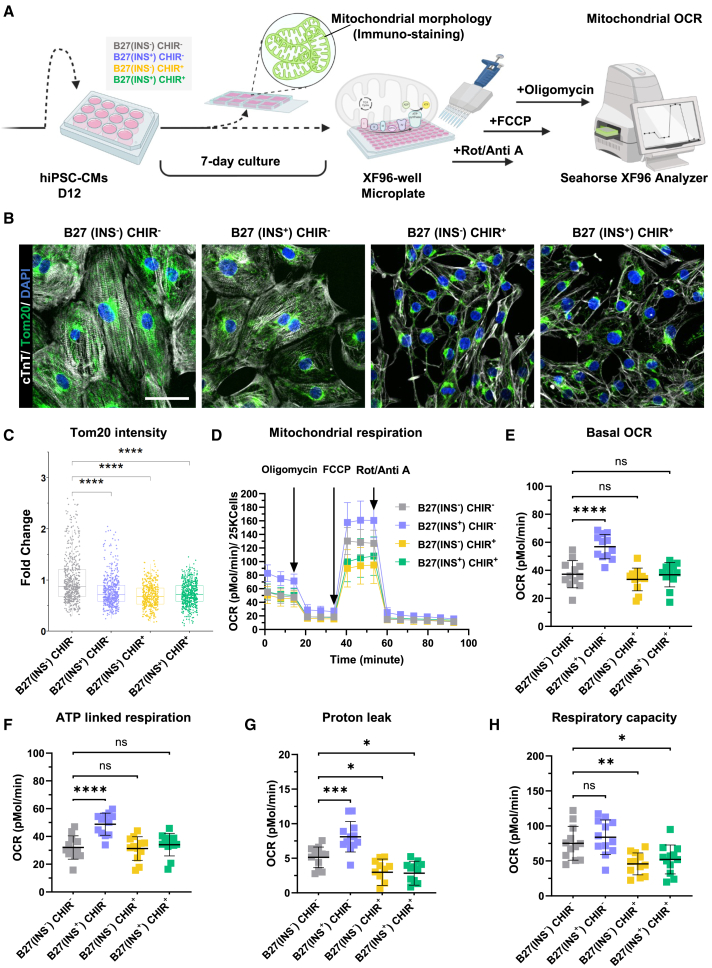
**The effects of insulin andCHIR99021on mitochondrial distribution and function** (A) Schematic of experimental setup for mitochondria assays. (B) Representative immunofluorescence images of cTnT (white) and Tom20 (green). DAPI staining for nuclei (blue). Scale bar, 200 μm. (C) Quantification of Tom20 immunofluorescence intensity in ±550 cells/condition, relative to B27(INS^−^) CHIR^−^. (D) Overview of changes in mitochondrial oxygen consumption rate in response to oligomycin, FCCP, (carbonyl cyanide 4-(trifluoromethoxy)phenylhydrazone), and Rot/Anti A (rotenone and antimycin A). Per well 25K cells were plated. (E) Basal oxygen consumption rate (OCR) calculated by subtracting the non-mitochondrial respiration from the basal OCR. (F) ATP-linked respiration calculated based on the OCR after oligomycin injection. (G) Proton leak obtained as the remaining OCR, which is not coupled to ATP-linked respiration. (H) Respiratory capacity of mitochondria measured by deduction of basal OCR from the maximum OCR in response to FCCP injection. (C) Data are presented as medians and compared using the Kruskal-Wallis test, *N* ≥ 5 independent cultures from 3 batches of SCVI-273 cell line. (D–H) Data are presented as mean ± SD, and statistical significance tested with one-way ANOVA followed by Tukey’s multiple comparison test. *n* ≥ 11 independent cultures from 3 batches of SCVI-273 cell line. ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, ^∗∗∗∗^*p* < 0.0001; ns, not significant.

### RNA sequencing identifies FOXO as candidate mediating the interplay between proliferation and maturation of hiPSC-CMs

To enhance our understanding of the effects of insulin and CHIR on proliferation and maturation in immature hiPSC-CMs, we conducted high-throughput transcriptome sequencing (RNA sequencing [RNA-seq]) to evaluate the differences among the described culture conditions. 

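RNA from SCVI-273 hiPSC-CMs, derived from a human induced pluripotent stem cell line, was sequenced after treatment that began on day 12. There were 4 conditions with 3 libraries each. B27 supplement without insulin, B27(INS-), or with 58 nM insulin, B27(INS+), was combined with no CHIR99021 or with 3 μM of this GSK3 inhibitor. B27(INS-) CHIR- was the reference for every comparison with untreated cells. The supplemental methods give 3 days of treatment, whereas the labels of the deposited samples give 7 days. The methods name an NEBNext kit and a HiSeq platform, and the labels name a stranded VAHTS mRNA kit and single-end reads on a NextSeq instrument.
The authors deposited 1 table with a whole-number signal for 22205 genes in each of the 12 libraries. The spacing of the numbers in each library is that of gene counts divided by 1 size factor and rounded, so the values are called normalized reads here. Neither the methods nor the table names the unit, and the reads themselves cannot be recovered exactly. The normalized reads summed to between 8691080 and 8802911 per library in B27(INS-) CHIR- (median 8725428) and to between 8579500 and 8784394 in B27(INS+) CHIR- (median 8590341). In B27(INS-) CHIR+ the totals ran from 8790860 to 10092402 (median 8802718), and in B27(INS+) CHIR+ from 8541308 to 8773782 (median 8743043). The size factors estimated from the spacing put the sequencing depth at 8924944 to 9810169 reads on genes in 11 of the libraries. Replicate 3 of B27(INS-) CHIR+ had 4339733 reads, 46.2% of the median of the other 11. The median standard deviation of log2 values between replicates was 0.192 in B27(INS-) CHIR+ and between 0.0823 and 0.114 in the other 3 conditions.
The scaling of the authors was kept, 2 was added to each value, and log2 values of the 12 libraries were fitted together with limma. The 17450 genes with at least 10 normalized reads in at least 3 libraries were tested, with the variance trend of limma's empirical Bayes step and Benjamini-Hochberg adjustment. A DEG had an adjusted p under 0.05, a log2 fold change of at least 0.585 in either direction and a mean of at least 5 normalized reads, which are the thresholds of the legend of Figure 5A. Values per condition are given as mean ± SD of 3 libraries. Errors between libraries include counting error, and no molecular identifiers were available to tell amplified copies from independent molecules.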

The top 50 differentially expressed genes (DEGs) were highlighted to those linked to embryonic pathways in cardiac differentiation and development. 

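Table S3 of the paper lists the top genes of 3 comparisons with B27(INS-) CHIR-, 100 for each. All 300 entries were in the deposited table, and 296 of them could be tested. Each of the 296 had the sign that the paper reports, and 276 of them (93.24%) were DEGs by the thresholds above. For insulin alone, 80 of 100 entries were DEGs, compared with 99 of 99 for CHIR alone and 97 of 97 for insulin and CHIR together. The median absolute difference from the log2 fold changes in Table S3 was 0.028 for insulin alone, 0.159 for CHIR alone and 0.177 for both, and the largest were 0.294, 0.853 and 1.08. The fold changes were smaller in size here than in Table S3 for 75 of 100, 86 of 99 and 91 of 97 entries. The share of DEGs among these entries fell to 81.42% without replicate 3 of B27(INS-) CHIR- and rose to 99.32% without replicate 3 of B27(INS-) CHIR+.
Among genes with a mean of at least 50 normalized reads whose replicates did not overlap between conditions, CHIR alone raised TMEM132C, GLDC, RSPO2, LURAP1L and SP5 most. TMEM132C lay at no more than 3 reads in every B27(INS-) CHIR- library and rose to 523 ± 63.5 normalized reads with CHIR (n = 3), which is at least 184-fold higher. GLDC rose from 8.00 ± 1.00 to 778 ± 79.8 normalized reads (n = 3), a log2 fold change of 6.29 (SE 0.25, limma adjusted p = 4.79e-09). The steepest falls with CHIR alone were those of XIRP2, LMOD3, GPR22, BMP10 and SDAD1P1, with log2 fold changes from -4.36 to -3.56. LMOD3 and GPR22 lie opposite the more abundant genes ARL6IP5 and COG5, and SDAD1P1 is listed as a pseudogene, so their counts depend on how the authors assigned reads. SP5, ENG and DNAI3 also overlap a gene on the other strand that had reads. With both insulin and CHIR, TMEM132C was at least 246-fold higher, and GLDC, RSPO2, SP5 and GRIN2B followed with log2 fold changes from 6.51 to 4.71. The largest falls with both were in XIRP2, BMP10, KCNA5, SEMA5B and LMOD3, from -4.47 to -4.02. Insulin alone changed its leading genes less. ENG, NEFH, DNAI3, AHNAK2 and GJA5 rose by log2 fold changes between 2.10 and 1.56, and PLSCR5, GFRA1, DLK1, BNC2 and PCARE fell, with values between -1.92 and -1.28. The rise of ENG was the least certain of these (limma adjusted p = 0.0453), with 66.7 ± 41.4 normalized reads in B27(INS-) CHIR- and 300.0 ± 188 with insulin (n = 3), and its adjusted p lay between 0.00799 and 0.189 when 1 library at a time was left out, the latter without replicate 1 of B27(INS-) CHIR-. BNC2 behaved likewise, with adjusted p values between 0.00895 and 0.137, the latter also without replicate 1 of B27(INS-) CHIR-. These adjusted p values take the libraries as independent. ENG had 31, 112 and 57 normalized reads in replicates 1, 2 and 3 of B27(INS-) CHIR-. With insulin alone it had 119, 494 and 287. The spread of ENG thus had the same order by replicate number in both conditions, and BNC2 was lowest in replicate 2 of both.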

Notably, these include sarcomere structure-related genes *MYL2* and *MYOM2*, as well as up- and downstream regulating genes of the insulin/PI3K-Akt signaling pathway, such as *IGFBP5*, *PIK3IP1*, and *FOXO4*; WNT signaling genes *WNT2* and *AXIN2*; and other genes involved in proliferation and differentiation such as *BMP10*, *MYBL2*, *FRAT1*, *HOPX*, and *DLK1* (Figure 5A). 

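IGFBP5, on chromosome 2 from 216672105 to 216695549 in the coordinates of the deposited table, had 1519 ± 182 normalized reads in B27(INS-) CHIR- and 2883 ± 31.2 with insulin alone (n = 3), a log2 fold change of 0.93 (SE 0.10, limma adjusted p = 0.000417). It fell with CHIR alone, by -0.39 (SE 0.10, limma adjusted p = 0.0112), and this fall had an adjusted p of 0.0602 without replicate 2 of B27(INS-) CHIR-. With both treatments IGFBP5 had 2109 ± 316 normalized reads (n = 3), a log2 fold change of 0.47 (SE 0.10, limma adjusted p = 0.00255). PIK3IP1, on chromosome 22 from 31281594 to 31292534, decreased from 264 ± 4.04 to 119 ± 2.52 normalized reads with insulin alone, to 137 ± 26.6 with CHIR alone and to 67.3 ± 7.37 with both (n = 3). Its log2 fold changes were -1.14, -0.95 and -1.94.
AXIN2, on chromosome 17 from 65528563 to 65561648, responded to CHIR but not detectably to insulin. Its log2 fold change was 1.30 with CHIR alone (SE 0.08, limma adjusted p = 5.58e-08) and -0.16 with insulin alone (limma adjusted p = 0.285). MYBL2 rose in all 3 comparisons, by 0.61 with insulin alone, 0.42 with CHIR alone and 0.96 with both (SE 0.07 for each). BMP10, on chromosome 2 from 68860909 to 68871397, dropped from 293 ± 50.7 normalized reads to 19.0 ± 7.94 with CHIR alone and 11.7 ± 4.62 with both (n = 3). HOPX went from 426 ± 4.16 normalized reads to 82.7 ± 7.23 with CHIR alone and 40.0 ± 9.64 with both (n = 3). Neither BMP10 (limma adjusted p = 0.374) nor HOPX (0.191) passed the threshold with insulin alone when the 12 libraries were fitted as independent. For HOPX the adjusted p with insulin alone was 0.023 when only the 6 libraries of the comparison were fitted and 0.0276 with sample weights, which were chosen after seeing the data. A replicate block with only those 6 libraries, also chosen after seeing the data, gave limma adjusted p values of 0.000144 for BMP10 and 0.000437 for HOPX. FRAT1 had log2 fold changes of -0.54, -2.43 and -3.11 in the same order of comparisons. Its change with insulin alone had a limma adjusted p of 0.0417, which moved between 0.0171 and 0.167 when 1 library at a time was left out and was above 0.05 in 8 of the 12 fits. The value of 0.167 came without replicate 3 of B27(INS-) CHIR-. For MYBL2 all 3 adjusted p values stayed under 0.05 in each of those 12 fits.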

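The log2 values of the 4555 genes that were DEGs in at least 1 of the 3 comparisons with B27(INS-) CHIR- were centred, and principal components were computed over the 12 libraries. The first component (PC1) held 71.79% of the variance. All 6 libraries with CHIR lay on one side of it, at scores from 26.7 to 42.8, and all 6 without CHIR on the other, from -43.5 to -26.7. The second component (PC2) held 10.76% and separated the libraries with insulin, at scores from 8.37 to 18.3, from those without, at -25.2 to -5.56. The lowest of these scores belonged to replicate 3 of B27(INS-) CHIR+, whose scores on the third component (-23.2, with 4.67% of the variance) also lay apart from those of its replicates, at 10.5 and 11.6. The share of PC1 changed most when all 17450 genes tested were used, which gave 57.42%, with 13.37% on PC2. A component is an axis of the expression values and is not itself a treatment, so its share is not a count of genes. The 4555 genes were chosen as DEGs between these conditions, which favors a separation of the conditions. Scores of the libraries with all 17450 genes are not given.

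**Figure D1:**
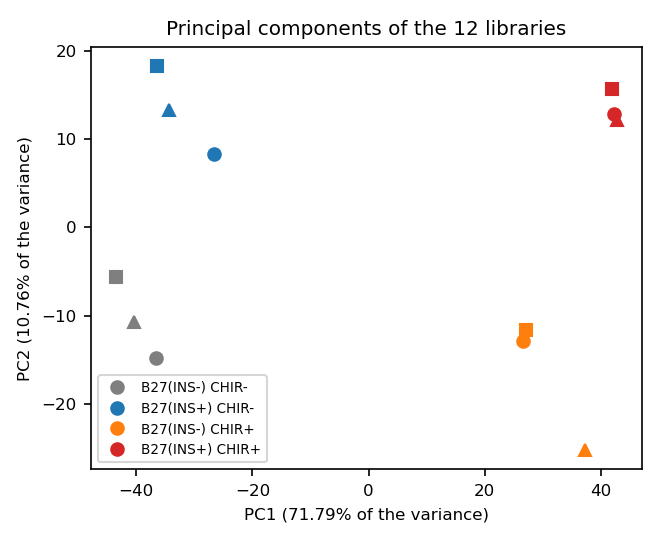
Scores of the 12 libraries on PC1 (horizontal axis, 71.79% of the variance) and PC2 (vertical axis, 10.76%). Colors give the condition and the circle, square and triangle replicates 1, 2 and 3. CHIR separates the libraries along PC1 and insulin along PC2. The genes used were chosen as DEGs between these conditions, which favors such a separation.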

Principal-component analysis (PCA) revealed that CHIR contributed to the greatest variation (87.95%) among these DEGs, involving 5,336 variables. In contrast, insulin only contributed 6.04% (994 variables), and the combined influences of insulin and CHIR accounted for 7,003 variables (Figure 5B). 

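CHIR alone gave 2743 DEGs among the 17450 genes tested with limma, insulin alone 362, and insulin and CHIR together 3968. With insulin alone 261 DEGs were higher and 101 lower, with CHIR alone 983 were higher and 1760 lower, and with both 1683 were higher and 2285 lower. The share of higher DEGs with CHIR alone, 35.84%, was 47.76% when the libraries were normalized against each other by cyclic loess. At an adjusted p under 0.05 with no threshold on the fold change or the mean, the counts were 884 for insulin alone, 5791 for CHIR alone and 7548 for both. The count for insulin alone depended on single libraries. It was 170 without replicate 3 of B27(INS-) CHIR- and 574 without replicate 3 of B27(INS-) CHIR+. For CHIR alone the counts ran from 2287 to 2923 across the 12 fits that each left out 1 library, and for both from 3579 to 4297.
Over all genes tested, the replicates of the compared conditions did not overlap for 27.56% with insulin alone, 45.72% with CHIR alone and 64.01% with both, against 10% of unchanged genes by chance with 3 libraries per condition. Of the DEGs of insulin alone, 165 were also DEGs of CHIR alone and 278 of both treatments. The DEGs of CHIR alone and of both had 2223 genes in common, and 1615 genes were DEGs only with both. These comparisons use the same 3 reference libraries, so their overlaps are not independent. In 20 simulations of unchanged conditions, the sharing of the reference alone gave a median Pearson correlation between log2 fold changes across genes of 0.499 to 0.5 for each pair of comparisons. The observed correlations were 0.221 between insulin alone and CHIR alone, 0.431 between insulin alone and both, and 0.881 between CHIR alone and both. No gene changed in the simulations, whereas the observed fold changes include effects of treatment. The simulated values thus cannot tell whether an observed correlation is higher or lower than the shared reference would give.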

Notably, our volcano plots displayed a gradient upregulation of the *WNT2* gene activated by CHIR, interestingly, with a sequential increase in significance following the addition of insulin, CHIR, and the combination of insulin and CHIR (Figure 5C and Table S3). This pattern indicates that insulin and CHIR exhibit effects on *WNT2* activation. Similarly, sarcomere-associated genes *MYOM2* and *MYL2* showed a gradual downregulation induced by insulin and/or CHIR (Figure 5C), reinforcing our observation of their effects on proliferation and sarcomere development for immature hiPSC-CMs (Figures 1 and 3). Moreover, this impact further extended to cellular gap junctions (*GJA5*) and also affected differentiation-associated genes (*MYOM2*, *DLK1*, *KCNA5*) (Figure 5C). 

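WNT2 (ENSG00000105989) lies on chromosome 7 from 117275451 to 117323152, on the minus strand, in the coordinates of the deposited table, and overlaps the weakly expressed CFTR on the other strand. The gene had 13.0 ± 8.00 normalized reads in B27(INS-) CHIR-, 32.7 ± 8.14 in B27(INS+) CHIR-, 95.7 ± 17.8 in B27(INS-) CHIR+ and 276 ± 29.4 in B27(INS+) CHIR+ (n = 3 each). In this order, the 3 libraries of each condition lay above all libraries of the condition before it. The log2 fold change relative to B27(INS-) CHIR- was 1.35 for insulin alone (SE 0.33, limma adjusted p = 0.0331), 2.85 for CHIR alone (limma adjusted p = 3.06e-05) and 4.37 for both (limma adjusted p = 3.04e-07). Between neighboring conditions, the step from insulin alone to CHIR alone was 1.5 (limma adjusted p = 0.0039) and the step from CHIR alone to both was 1.52 (limma adjusted p = 0.014). The effect of insulin was thus measured with and without CHIR, and the difference between the values was 0.17 (SE 0.47, limma adjusted p = 0.951), or -0.22 without replicate 2 of B27(INS-) CHIR-.
The step with insulin alone rests on low counts. Leaving out 1 library at a time gave log2 fold changes from 0.88, without replicate 3 of B27(INS-) CHIR-, to 1.73 for WNT2 with adjusted p values from 0.00703 to 0.121, above 0.05 in 8 of the 12 fits. It was 0.0779 when only the 6 libraries of the comparison were fitted. The steps that involve CHIR alone remained past the threshold in all 12 fits for the comparison with insulin alone, and 2 of the 12 fits gave an adjusted p of 0.0604 or 0.0611 for the step from CHIR alone to both.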

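MYOM2 (ENSG00000036448), on chromosome 8 from 2045046 to 2165552, had 1312 ± 167 normalized reads in B27(INS-) CHIR-, 1540 ± 186 with insulin alone, 257 ± 58.4 with CHIR alone and 445 ± 73.1 with both (n = 3). The log2 fold changes relative to B27(INS-) CHIR- were 0.23 for insulin alone (SE 0.16, limma adjusted p = 0.533), -2.36 for CHIR alone (limma adjusted p = 2.99e-07) and -1.56 for both (limma adjusted p = 5.85e-06). The value for insulin alone takes the libraries as independent. With replicate number as a block and only the 6 libraries of the comparison, chosen after seeing the data, its limma adjusted p was 0.000132. Adding insulin to CHIR raised MYOM2 by a log2 fold change of 0.80 (limma adjusted p = 0.0102), which was 0.60 without replicate 3 of B27(INS-) CHIR+. The adjusted p of this rise of MYOM2 was 0.0514 without replicate 1 and 0.0602 without replicate 2 of B27(INS+) CHIR+, and 0.0578 when only the 6 libraries of this comparison were fitted.
MYL2 (ENSG00000111245), on chromosome 12 from 110910819 to 110921443, had 241 ± 34.6 normalized reads in B27(INS-) CHIR-, 327 ± 6.25 with insulin alone, 93.0 ± 6.25 with CHIR alone and 35.7 ± 6.66 with both (n = 3). Its log2 fold changes were 0.45 for insulin alone (SE 0.14, limma adjusted p = 0.0921), -1.35 for CHIR alone (limma adjusted p = 1.24e-05) and -2.69 for both (limma adjusted p = 9.52e-09). The change of MYL2 with insulin alone had an adjusted p of 0.0294 when only the 6 libraries of the comparison were fitted, 0.0441 without replicate 3 of B27(INS-) CHIR+ and 0.0471 without replicate 3 of B27(INS+) CHIR+. In the presence of CHIR insulin lowered MYL2, with a log2 fold change of -1.35 (limma adjusted p = 0.000188). The effect of insulin with CHIR thus differed from that without CHIR by -1.80 (SE 0.20, limma adjusted p = 0.00415). CHIR alone and both treatments lowered MYL2 and MYOM2 in all 12 fits that left out 1 library.

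**Figure D2:**
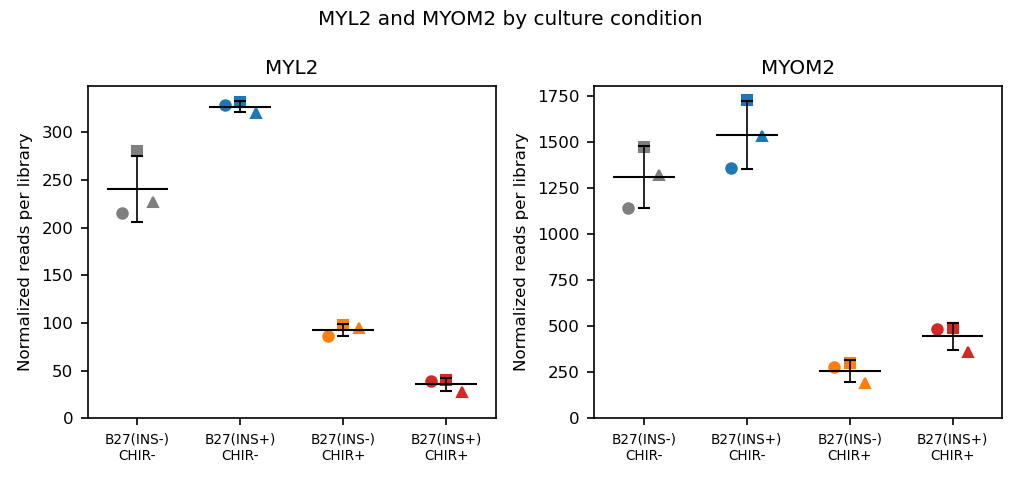
Normalized reads of MYL2 and MYOM2 in the 12 libraries (vertical axes start at 0), by culture condition. Points are libraries, horizontal lines are means and bars are SDs of 3 libraries. Both genes are lower with CHIR, and for both the mean with insulin alone is not lower than the mean of B27(INS-) CHIR-.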

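GJA5, on chromosome 1 from 147756199 to 147773362, rose from 48.7 ± 4.51 normalized reads in B27(INS-) CHIR- to 148 ± 22.1 with insulin alone, 225 ± 11.0 with CHIR alone and 455 ± 13.3 with both (n = 3). The log2 fold changes were 1.56 (SE 0.12, limma adjusted p = 1.6e-05), 2.16 and 3.18. DLK1, on chromosome 14 from 100725705 to 100738224, fell from 601 ± 47.8 normalized reads to 220 ± 34.8 with insulin alone, 64.3 ± 7.37 with CHIR alone and 45.7 ± 8.39 with both (n = 3). Its log2 fold change with insulin alone was -1.45 (SE 0.16, limma adjusted p = 0.000295). KCNA5, on chromosome 12 from 5043879 to 5046788, decreased from 188 ± 34.6 normalized reads to 18.0 ± 6.56 with CHIR alone and 8.33 ± 2.89 with both (n = 3), with log2 fold changes of -3.28 and -4.22. With insulin alone KCNA5 changed by -0.41 (SE 0.28, limma adjusted p = 0.507), with the libraries taken as independent. With replicate number as a block and only the 6 libraries of that comparison, chosen after seeing the data, this limma adjusted p was 0.00457. Every fit that left out 1 library kept GJA5 and DLK1 past the threshold in all 3 comparisons.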

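FOXO4 (ENSG00000184481), on chromosome X from 71095851 to 71103532, had 847 ± 46.9 normalized reads in B27(INS-) CHIR-, 643 ± 37.5 in B27(INS+) CHIR-, 365 ± 15.0 in B27(INS-) CHIR+ and 239 ± 8.89 in B27(INS+) CHIR+ (n = 3 each). The log2 fold change was -0.40 for insulin alone (SE 0.07, limma adjusted p = 0.00539), -1.21 for CHIR alone (limma adjusted p = 4.91e-08) and -1.82 for both (limma adjusted p = 7.2e-10). The values fell at each step, since CHIR alone lay below insulin alone by -0.81 (limma adjusted p = 1.76e-06) and both lay below CHIR alone by -0.61 (limma adjusted p = 0.000328). All of these changes stayed past the threshold in the 12 fits that each left out 1 library. FOXO3 was lower in all 3 comparisons, with log2 fold changes of -0.40 with insulin alone (limma adjusted p = 0.00304), -0.25 with CHIR alone and -0.33 with both (SE 0.06). FOXO1 had no detectable change, with log2 fold changes of -0.17, -0.06 and -0.09 and adjusted p values of 0.356 or more. The value for FOXO1 with CHIR alone was 0.04 after cyclic loess normalization.

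**Figure D3:**
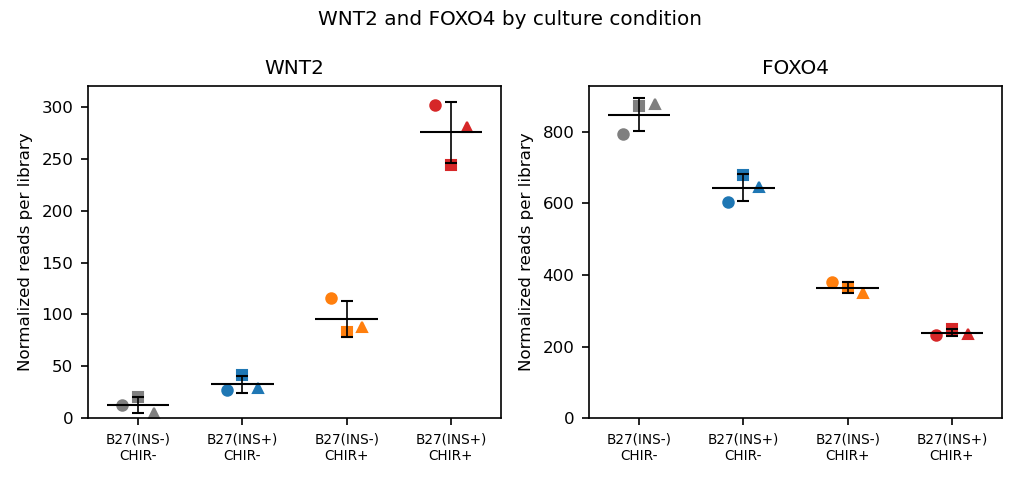
Normalized reads of WNT2 and FOXO4 in the 12 libraries (vertical axes start at 0), by culture condition. Points are libraries, horizontal lines are means and bars are SDs of 3 libraries. WNT2 rises and FOXO4 falls from B27(INS-) CHIR- through insulin alone and CHIR alone to both.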

Interestingly, the FOXO family member *FOXO4* also displayed a gradual upregulation in the absence of insulin and CHIR, such as that observed with *WNT2* activation (Figure 5C). To explore functional batch annotation and ontology enrichment of the DEGs, we conducted Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis. 

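KEGG gene sets were not available for the deposited values, so cell-cycle genes and WNT targets were examined as preset lists with limma's camera test, which assumes an inter-gene correlation of 0.01. All 43 genes of a list for S phase could be tested. Their median log2 fold change was 0.24 with insulin alone (40 of 43 genes higher, adjusted p = 7.37e-15), 0.31 with CHIR alone (42 higher, adjusted p = 1.71e-09) and 0.64 with both (43 higher, adjusted p = 6.89e-18). The 54 genes of a list for G2/M had medians of 0.52 (53 higher, adjusted p = 4.15e-36), 0.24 (51 higher, adjusted p = 2.19e-05) and 0.72 (54 higher, adjusted p = 2.64e-18) in the same comparisons. Adjusted over the list alone, 23 S phase genes were higher with insulin alone, against 15 adjusted over all genes tested. For G2/M the counts were 42 and 39. With both treatments they were 41 and 40 for S phase and 50 and 48 for G2/M.
Of 22 WNT targets on the preset list, 20 were in the table. Their median was 0.66 with CHIR alone (14 of 20 higher, adjusted p = 8.79e-05), 0.89 with both (15 higher, adjusted p = 3.95e-05) and -0.02 with insulin alone (8 higher, adjusted p = 0.719). With CHIR alone, 10 WNT targets were higher and 3 lower, both adjusted over the list alone and over all genes. Leaving out 1 library at a time moved the G2/M median with CHIR alone to between 0.17 and 0.30, and that of the WNT targets with insulin alone to -0.08 without replicate 1 of B27(INS-) CHIR-. The 3 lists and comparisons above with a camera p past the threshold also passed it under fry, except G2/M with CHIR alone (adjusted p = 0.0748). With the inter-gene correlation estimated from the data, none of 84 tests of lists in these libraries passed it (lowest adjusted p = 0.0626), and 21 of them had an unadjusted p under 0.05.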

As expected, the activated WNT target genes in DEGs showed significant enrichment in cell-cycle-related pathways (Figures 5D and S2K). Moreover, our analysis suggested that this effect is likely due to the suppression of FOXO via insulin (Figures 5D and 5E). In addition to DEGs and pathway enrichment, gene ontology (GO) analysis highlighted significant changes in molecular functions related to tubulin and actin binding (Figures S2G–S2I). 

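FOXO activity was examined through a preset list of 36 FOXO target genes, of which 33 were in the table and could be tested. The median log2 fold change was -0.11 with insulin alone (25 of 33 genes lower, camera adjusted p = 1.58e-06), -0.25 with CHIR alone (20 lower, camera adjusted p = 0.00825) and -0.37 with both (28 lower, camera adjusted p = 2.73e-05). The mean over the genes was -0.27 (SD 0.08 over 3 libraries) with insulin alone, -0.24 (SD 0.10) with CHIR alone and -0.55 (SD 0.02) with both. The order of insulin alone and CHIR alone thus depended on the use of the median or the mean. Under fry the adjusted p values were 0.0156, 0.0148 and 0.000105. Adjusted over the list alone, 11 targets were lower with insulin alone, against 7 adjusted over all genes tested. With both treatments 20 were lower on either basis, and 4 or 3 were higher. The value for CHIR alone was -0.16 without replicate 2 of B27(INS-) CHIR+, with a camera adjusted p of 0.0633. The list measures transcripts of the targets, and neither FOXO protein nor its phosphorylation or location was measured in these libraries. The paper proposes that suppression of FOXO by insulin likely accounts for the enrichment of activated WNT target genes in cell-cycle pathways (Figures 5D and 5E).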

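GO sets for tubulin and actin binding were not available for the deposited values. Kinesins, the microtubule motors with tubulin-binding activity, were taken by their gene symbols, and 35 of 36 could be tested. Their median log2 fold change was 0.20 with insulin alone (23 of 35 genes higher, camera adjusted p = 1.27e-05), 0.26 with CHIR alone (28 higher, camera adjusted p = 0.000947) and 0.31 with both (26 higher, camera adjusted p = 1.53e-05). With both treatments 22 kinesins were higher and 3 lower at an adjusted p under 0.05, adjusted over the list alone as well as over all genes tested. The 3 tests also passed under fry, with adjusted p values of 5.49e-05, 5.49e-05 and 1.86e-06. Several kinesins take part in mitosis, so this list is not separate from the cell-cycle genes.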

Correspondingly, the effects of insulin and/or CHIR were specifically evident in the contractile machinery, involving Z-disc, sarcomere, myofibril, actinin binding, and I band, in addition to cell-cycle activity (Figure S2J). 

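A preset list of 42 sarcomere genes had a median log2 fold change of -0.22 with both insulin and CHIR (37 of 42 genes lower, camera adjusted p = 4.13e-05, fry adjusted p = 0.00909). Of these genes, 17 were lower adjusted over the list alone, and 17 adjusted over all genes tested. Insulin alone left the median at -0.02 (24 of 42 lower, camera adjusted p = 0.624), which was 0.01 without replicate 3 of B27(INS+) CHIR- and 0.05 after cyclic loess normalization. With CHIR alone the sign of the median and the camera call depended on 1 library. With all libraries the median was 0.10 (16 of 42 lower), although the direction of the camera test was lower (camera adjusted p = 0.195). At an adjusted p under 0.05, 11 genes were lower and 2 higher, adjusted over the list alone as well as over all genes tested. Without replicate 3 of B27(INS-) CHIR+ the median was -0.14 (camera adjusted p = 3.32e-06). It was also negative with sample weights, at -0.11, and after cyclic loess normalization, at -0.04.
Sarcomere genes are among the most densely read genes in these libraries. Their median was 425.5 reads per kb of exon in the mean of 11 libraries, compared with 64.3 for all genes tested. No gene with at least 1000 bases of exon had more than 988.6 reads per kb in the mean of 11 libraries, and replicate 3 of B27(INS-) CHIR+ kept between 71.3% and 86.6% of the reads of its replicates on MYL7, MYBPC3, MYH7, MYH6 and ACTC1, although its depth was less than 50%. On TNNT2, with 434.2 reads per kb, it kept 46.2%. The exon length counts every base in an exon of any annotated transcript, 7330 bases for TNNT2. Genes that express shorter transcripts are denser than stated, so TNNT2 cannot be taken as a less dense gene. The 21 sarcomere genes below the median density had a median log2 fold change of -0.41 with CHIR alone and -0.69 with both (20 of 21 lower). The 21 genes at or above it had values of 0.23, or -0.09 without that library, with CHIR alone and -0.13 with both.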

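Cell-cycle and sarcomere expression was compared library by library, as the mean log2 difference of each preset list from B27(INS-) CHIR-. The S phase score was 0.29 ± 0.04 in B27(INS+) CHIR-, 0.36 ± 0.05 in B27(INS-) CHIR+ and 0.73 ± 0.02 in B27(INS+) CHIR+ (SD, n = 3). For the G2/M list the scores were 0.47 ± 0.14, 0.22 ± 0.07 and 0.67 ± 0.02. The sarcomere score was 0.06 ± 0.03 in B27(INS+) CHIR-, -0.38 ± 0.30 in B27(INS-) CHIR+ and -0.66 ± 0.06 in B27(INS+) CHIR+. Replicates of B27(INS-) CHIR- varied around 0 with SDs of 0.12, 0.13 and 0.03 for the 3 lists. In B27(INS-) CHIR+ the sarcomere score was -0.56 and -0.54 in replicates 1 and 2 and -0.03 in replicate 3. Both treatments together gave the highest S phase scores and the lowest sarcomere scores among the libraries, whereas insulin alone raised the cell-cycle scores with sarcomere scores of 0.03 to 0.08. The libraries form a cluster for each condition with 3 libraries in each, so a correlation across all libraries would mainly reflect differences between conditions and is not given. A correlation between the scores with the condition means removed was not computed.

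**Figure D4:**
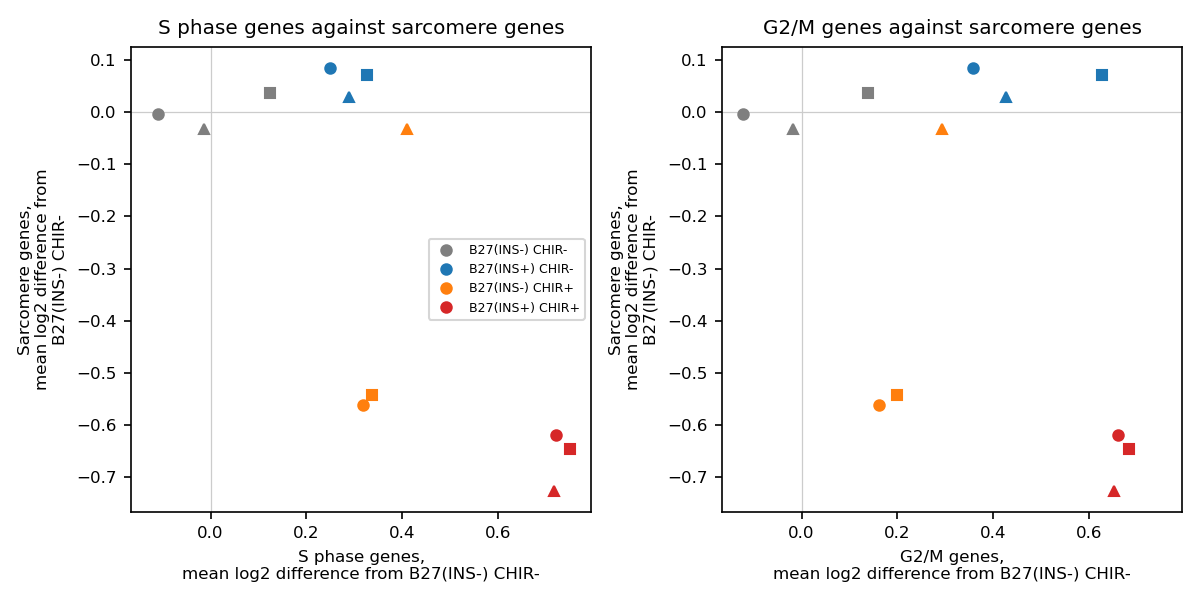
Mean log2 difference from B27(INS-) CHIR- of the sarcomere list (vertical axes) against the S phase list and the G2/M list (horizontal axes) in each of the 12 libraries. Colors give the condition and the circle, square and triangle replicates 1, 2 and 3. Replicate 3 of B27(INS-) CHIR+, at -0.03 on the sarcomere axis, lies apart from its replicates.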

Taken together, these data support the observation that activation of cell-cycle genes is inversely associated with mature cardiomyocyte genes. Moreover, our analysis identifies FOXO as a potential downstream target of insulin signaling in hiPSC-CMs renewal.

**Figure 5:**
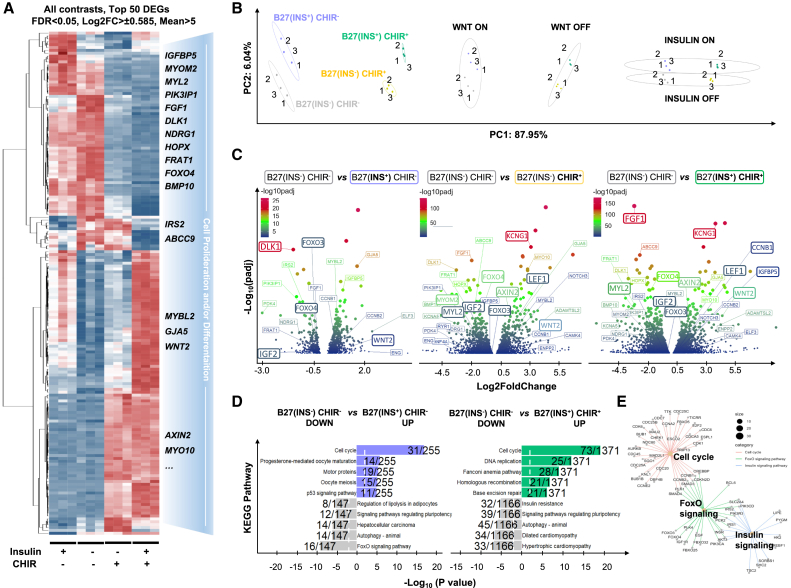
**RNA sequencing analysis of hiPSC-CMs treated with insulin and/or CHIR99021** (A) Heatmap of top 50 differentially expressed genes (DEG) filtered based on base mean ≥ 5, log2fc >= 0.585 or =< −0.585, FDR < 0.05; pink to red highlights increased gene expression, and the light to dark blue denotes decreased gene expression. (B) PCA plots distinguishing between CHIR and/or insulin treatment. *N* = 3 independent cultures from SCVI-273 cell line. (C) Volcano plots of highlight DEGs of the following conditions: B27(INS^+^) CHIR^−^, B27(INS^−^) CHIR^+^, and B27(INS^+^) CHIR^+^ each compared versus B27(INS^−^) CHIR^−^ (Table S3). (D) KEGG enrichment analysis between conditions. (E) Molecular network of insulin signaling pathway and FOXO signaling pathway for Wnt signaling-activated cell cycle.

### Molecular inhibition of FOXO signaling rescues cell-cycle exit of immature hiPSC-CMs

Recently, the molecular inhibition of FOXO with AS1842586 was found to increase hiPSC-CMs proliferation (Schade et al., 2022). We further conducted the investigation into the role of insulin/FOXO signaling in CHIR-stimulated proliferation of hiPSC-CMs (Figure 6A). When hiPSC-CMs were cultured under FOXO inhibition with AS1842586, we observed a 6-fold increase in the proliferation rate of immature hiPSC-CMs (D12) after 4 days. This led to an approximate 2.4-fold increase in the number of cTnT-positive cells among hiPSC-CMs, even in the absence of insulin in the culture. Remarkably, this outcome was comparable to the effect observed with CHIR alone (without insulin), which stimulated an increase in both cTnT-positive cell number and the proliferation rate (Ki67^+^/cTnT^+^) of immature hiPSC-CMs (D12) (Figures 6B–6D). This suggests that the activation of FOXO in the culture of immature hiPSC-CMs inhibited proliferation, as predicted by RNA-seq analysis (Figures 5C and 5D). However, this proliferative effect of FOXO inhibition did not seem to be induced through direct upregulation of Wnt target genes (Figure 6E). Significantly, when insulin was reintroduced into the culture in the presence of AS1842586, there was a 6.5-fold increase in the proliferation rate and a 4-fold increase in cTnT-positive cell number of immature hiPSC-CMs compared to the culture without insulin or AS1842586 stimulation (Figures 6C and 6D). Notably, the increase in cTnT-positive cell number induced by insulin and FOXO inhibition was comparable to the CHIR-stimulated proliferation of hiPSC-CMs (Figure 6C). Importantly, to rule out the possibility that the increase in cTnT-positive cell numbers and the proliferation rate (Ki67+/cTnT+) we observed is rather due to a protective effect from apoptosis, we show that all of the conditions maintain equal cellular viability (∼90%) (Figure S7). Collectively, the inhibition of FOXO facilitated proliferation of hiPSC-CMs, presumably in part by shortcutting the insulin-Akt route.

**Figure 6:**
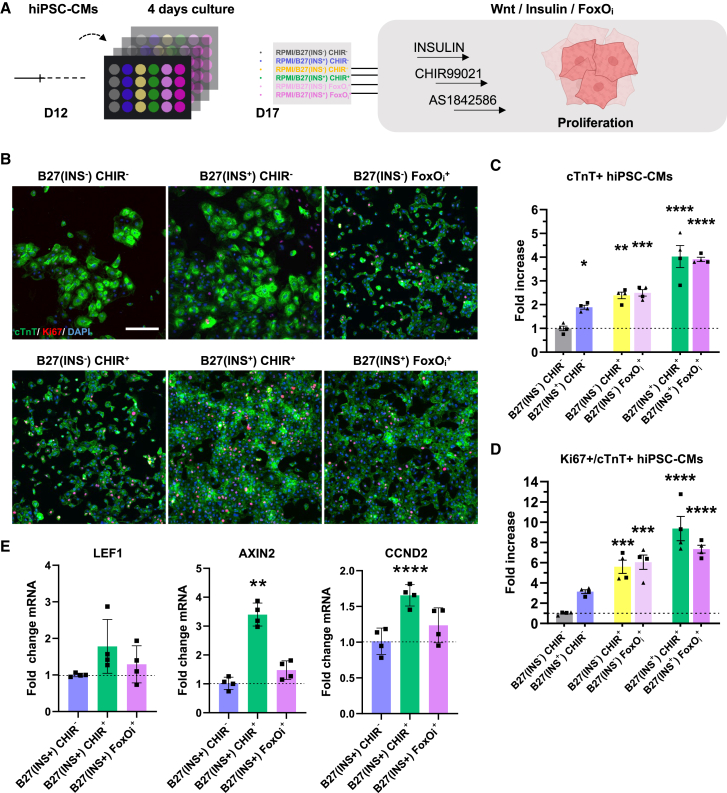
**WNT activation (CHIR99021)/FOXOinhibition (AS1842856) promotes early immature hiPSC-CM proliferation** (A) Schematic of timeline for investigating the effects of Wnt/Insulin/FOXO inhibition (FOXOi) on the proliferation of hiPSC-CMs. (B) Representative immunofluorescence images of hiPSC-CMs subjected to cTnT antibody (green), Ki67 antibody (red), and DAPI for indicated conditions. Scale bar, 200 μm. (C and D) Quantification of cTnT-positive hiPSC-CMs (C) and the fraction of Ki67-and cTnT-positive hiPSC-CMs (D) by fold increase under the indicated culture conditions. Data are presented as mean ± SEM. *n* = 4 independent cultures from 2 different cell lines (▪ = SCVI-273, ▲ = SCVI-111). (E) Fold mRNA changes of distinct Wnt target genes after 24 h treatment with the indicated culture conditions. Data are presented as mean ± SD. *N* = 4 biological replicates of each 3 technical replicates were performed using the SCVI-273 line. Data normalized to GAPDH. Statistical significance tested using one-way ANOVA followed by Dunn’s test for multiple comparisons relative to control B27(INS^−^) CHIR^−^ (C and D) and B27(INS+) CHIR- (E), ^∗^*p* < 0.05, ^∗∗^*p* < 0.01, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001.

### Stage-specific effects of insulin and Wnt signaling pathways on early- and late-stage hiPSC-CMs

In the developing heart, the proliferative capacity of fetal cardiomyocytes rapidly diminishes shortly after birth (Li et al., 1996). This phenomenon has also been observed in hiPSC-CMs following maturation. To this end, we prolonged the culture of hiPSC-CMs in the widely used RPMI 1640 basal medium supplemented with B27, including insulin, to 40 days following the initial differentiation at day 12 (Figure 7A). To evaluate potential stage-specific effects of embryonic proliferation signals, we introduced insulin and/or CHIR in the “late-stage” hiPSC-CMs at day 40. We observed up to a 4-fold increase in Ki67+/cTnT+ cells upon stimulation with CHIR and insulin when compared to no insulin/CHIR. The stimulation of “late-stage” hiPSC-CMs with insulin and CHIR did not result in more cTnT+ cell numbers, indicating that only a small subset of “late-stage” hiPSC-CMs was still responsive to the signaling molecules (Figures 7B–7D). In this context, we examined the activity of β-catenin/TCF, a center effector of the canonical Wnt/β-catenin signaling pathway that promotes cell-cycle progression (Nusse and Clevers, 2017), via TOPFlash expression in hiPSC-CMs. Our data revealed a significant decreased TCF activity upon CHIR stimulation in “late-stage” hiPSC-CMs when compared to “early-stage” hiPSC-CMs (Figures 7E and 7F). Collectively, our findings demonstrate that insulin and CHIR exhibit stage-specific effect on proliferation, associated with lower nuclear TCF activation in “late-stage” versus “early-stage” hiPSC-CMs.

**Figure 7:**
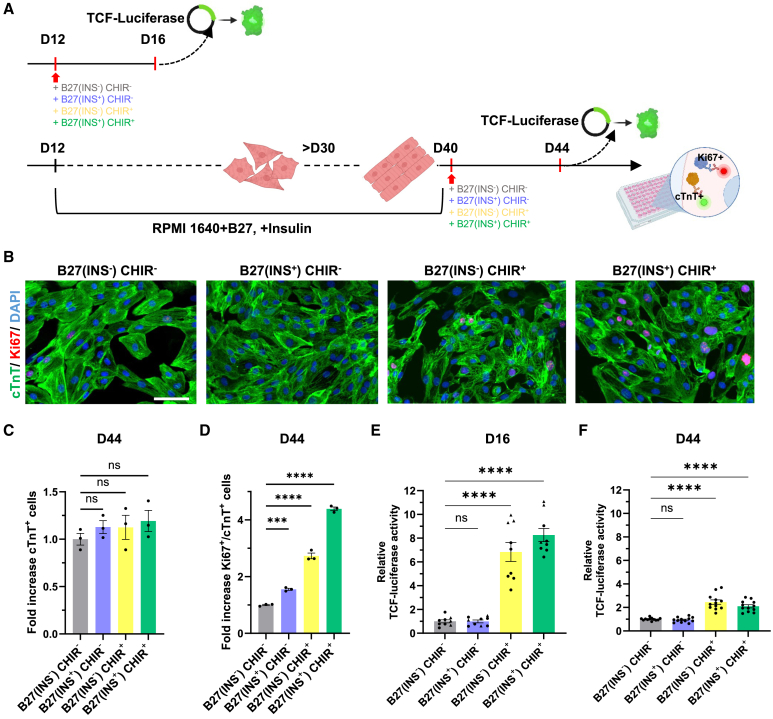
**Impaired effects of insulin and Wnt/β-catenin signaling on late-stage hiPSC-CM proliferation** (A) Schematic of early-stage and late-stage hiPSC-CMs proliferation assays. (B) Representative immunofluorescence images of hiPSC-CMs subjected to cTnT antibody (green), Ki67 antibody (red), and DAPI under the designed culture conditions. Scale bar, 50 μm. (C and D) Quantification of cTnT+ hiPSC-CMs (C) and fraction of Ki67+/cTnT+ hiPSC-CMs (D) in late-stage (D44) iPSC-CMs by fold increase under the indicated culture conditions. (E and F) Fold increase in luciferase activity after transfection of luciferase reporter (TOPFlash) in early-stage (D16) hiPSC-CMs (E) and late-stage (D44) hiPSC-CMs (F). Data presented as mean ± SEM. *n* ≥ 3 independent cultures from 2 different hiPSC lines (● = SCVI-114, ▲ = SCVI-111). Statistical significance was assessed by one-way ANOVA followed by Dunn’s test for multiple comparisons relative to B27(INS^−^) CHIR^−^. Not significant (ns), *p* > 0.05, ^∗∗∗^*p* < 0.001, and ^∗∗∗∗^*p* < 0.0001.

## Discussion

Here we report dual effects of insulin and CHIR99021 on proliferation of immature hiPSC-CMs and blocking of maturation, while the removal of these pathway activators results in rapid cell-cycle exit (Figure 1) and further differentiation (Figures 2B and 3). While CHIR inhibits GSK3β and activates canonical Wnt signaling via TCF-mediated target gene transcription, we also identify a novel interplay between insulin-Akt and FOXO transcription as regulator between proliferation and maturation of immature hiPSC-CMs (Figures 5 and 6).

In the context of B27, commonly used as a supplement to the basal RPMI 1640 medium for hiPSC-CM culture, insulin, a component in B27, acts as a stimulant of the PI3K-AKT pathway, leading to the phosphorylation of GSK3β (Abel, 2021; Buikema et al., 2020). Our work provides insights into the positive effects of insulin on proliferation and energy production in hiPSC-CMs (Figures 1 and 4). On the contrary, insulin has a negative impact on the differentiation and organization of the sarcomeres (Figures 2 and 3). Therefore, the concentration of insulin in the media would be an important consideration for the production of more mature cardiomyocytes.

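The design gives the insulin effect both without CHIR and on top of it. Insulin added to CHIR gave 524 DEGs, 335 higher and 189 lower. Of the 362 DEGs of insulin alone, 335 changed in the same direction when insulin was added to CHIR, and 141 were DEGs there too. Across these genes, which are not independent replicates, the log2 fold changes had a Pearson correlation of 0.775 and a Spearman correlation of 0.638, and the comparisons have no library in common. The share of higher DEGs with insulin on top of CHIR, 63.93%, was 77.45% with scaling by library size. Without replicate 3 of B27(INS-) CHIR+, 755 DEGs were found, of which 281 were higher and 474 lower. Without replicate 2 of B27(INS+) CHIR+, 285 DEGs were found.
Insulin on top of CHIR raised S phase genes, with a median log2 fold change of 0.29 (41 of 43 higher, camera adjusted p = 3.91e-21), and G2/M genes, with a median of 0.48 (49 of 54 higher, camera adjusted p = 1.03e-28). FOXO targets fell, with a median of -0.21 (29 of 33 lower, camera adjusted p = 1.93e-07), or -0.13 without replicate 3 of B27(INS-) CHIR+. All 3 also passed under fry. The difference between the insulin effects with and without CHIR passed the camera threshold for S phase genes (median 0.086, camera adjusted p = 0.00048), but not under fry (adjusted p = 0.454), and it was 0.013 (camera adjusted p = 0.186) without replicate 2 of B27(INS-) CHIR-. For G2/M genes it had a camera adjusted p of 0.915, which was 0.0135 without replicate 2 of B27(INS-) CHIR-, with a median of -0.10, and 0.0266 without replicate 2 of B27(INS+) CHIR-, with a median of 0.05. For the FOXO target genes it had a camera adjusted p of 0.234, and 0.0397 without replicate 2 of B27(INS-) CHIR+.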

Our RNA-seq analysis revealed that insulin upregulated cell-cycle signaling pathways, while the removal of insulin led to a significant upregulation of FOXO signaling (Figure 5). Undoubtedly, the insulin-mediated PI3K-Akt signaling cascade serves as a pivotal regulator of FOXO (Litwiniuk et al., 2016). This signaling pathway plays a crucial role in regulating proliferation in both cultured primary embryonic cardiomyocytes (Evans-Anderson et al., 2008) and hiPSC-CMs (Schade et al., 2022). In our studies we found that addition of the FOXO inhibitor AS1842856 to media depleted from insulin and CHIR resulted in proliferation of hiPSC-CMs. This suggests that without insulin in the media, in part FOXO acts as a negative regulator of hiPSC-CM expansion, and subsequent inhibition of FOXO leads to cell division. Moreover, our experiments combining insulin with a FOXO inhibitor demonstrated a more powerful proliferative response, also indicating indirect effects of AS1842856 (Figure 6). These findings suggest a promising direction for further investigation.

Mills et al.’s investigation into human pluripotent stem cell-derived cardiac organoids revealed that the absence of insulin in the culture medium, when exposed to palmitate, induces cell-cycle arrest and instigates a metabolic shift (Mills et al., 2017). Furthermore, Garay et al.’s work underscored the significance of concurrent inhibition of both the PI3K-AKT pathway and mitogen-activated protein kinase pathway that promotes the maturation of hiPSC-CMs across multiple facets, encompassing transcriptional profiles, sarcomere development, metabolism, and electrophysiology (Garay et al., 2022). In our studies we found that CHIR has significant negative influences on the localization and function of mitochondria. Moreover, insulin had a positive effect on overall metabolism of hiPSC-CMs. Interestingly, in the absence of CHIR and insulin, we found an increase in mitochondria and a preference for fatty acid uptake (Figures 4, S5, and S6).

Notably, our assays in “early-stage” and “late-stage” cardiomyocytes indicated a stage-specific effect of CHIR and insulin on the robust proliferation of hiPSC-CMs. In part, this could be the result of impaired TCF activation by β-catenin such as investigated in the TOPFlash luciferase reporter assay (Figure 7). Alternatively, β-catenin may already have different transcriptional effects in these “late-stage” hiPSC-CMs when compared to the “early-stage,” such as has been studied by Quaife-Ryan et al. before (Quaife-Ryan et al., 2020). Moreover, the treatment of hiPSC-CMs with CHIR results in rapid disorganization of sarcomeres either via canonical Wnt signaling or via direct effects on GSK3, resulting in proliferation. Additional evidence suggests that sarcomeres negatively regulated cell replication and promoted polyploidization by activating p53-dependent DNA damage (Pettinato et al., 2021). In line with that evidence, our study observed a most profound effect of insulin and CHIR99021 on producing mononuclear hiPSC-CMs (Figure S3).

Moreover, we found that CHIR99021-mediated GSK3β inhibition disrupts sarcomere structure, which is independent of insulin (Figures 3A and 3B). This implies that inducing sarcomere disassembly through CHIR could be a potential strategy to promote renewal of cardiomyocytes. Although no dramatic effects in calcium handling and contractility were observed in the presence or absence of CHIR and insulin, this could be explained by a number of factors such as increased cell growth, varying spontaneous beating frequencies (Figure S4E), and the two-dimensional culture set-up. For future studies it would be of interest to test the effect of Wnt and insulin in three-dimensional cardiac tissues.

In summary, we provide novel insights into the cues to maintain cardiomyocyte proliferation versus maturation via an interplay between the insulin/FOXO and Wnt/GSK3β/β-catenin/TCF signaling routes. The understanding of embryonic signaling routes would be of importance for future regenerative strategies in heart failure.

## Experimental procedures

### HiPSCs culture and differentiation to hiPSC-CMs

Four independent hiPSC lines from the Stanford Cardiovasculair Institute (SCVI) biobank (SCVI-273, SCVI-114, SCVI-202, and SCVI-111) were cultured on Matrigel-coated general cell culture plates and maintained in E8 basal medium supplemented with E8 supplement (1×) (Life Technologies). Medium changes were performed daily, and passaging and initiation of differentiation were performed at 70%–80% confluency. For differentiation into hiPSC-CMs, we used the Wnt-modulation protocol with chemical GSK3 (CHIR99021) and Wnt (C59) inhibitors as previously described (Lian et al., 2013). For the TC1133-ACTN2-Citrine-FUCCI hiPSC line (for a more detailed explanation and characterization of the cell line, see Kim et al., 2024), a different differentiation protocol was used; at day 0 we subjected the cells to base medium (RPMI 1640 + GlutaMAX, 2% B27(INS-), 200 μmol/L L-ascorbic acid, 1 mmol/L Na-pyruvate, 100 U/mL penicillin, 100 μg/mL streptomycin) supplemented with 9 ng/mL Activin A (Bio-Techne), 1 μmol/L CHIR99021 (Merck Chemicals GmbH), 5 ng/mL BMP4 (Bio-Techne), and 5 ng/mL FGF (PreproTech) for 3 days. Afterward, the base medium was supplemented with 5 μmol/L IWP4 (ReproCELL) for cardiomyocyte differentiation for 9 days. All hiPSC lines were between passage number 20 and 35.

### Immunofluorescence staining and confocal microscopy imaging

See supplemental information for a detailed description and key resource table for details of antibodies used.

### RT-qPCR

See supplemental information and Table S1 for a list of primers used.

### Contractility measurements and calcium transient analysis

See supplemental information.

### Seahorse XF Mito stress assay

See supplemental information.

### Seahorse XF Mito Fuel Flex assay

See supplemental information.

### Fatty acid uptake assay

See supplemental information.

### Bulk RNA-seq analysis

See supplemental information and GEO submission GSE278598.

### Luciferase-based LEF/TCF activity analysis

See supplemental information.

### Quantification and statistical analysis

Statistical analysis and visualization were conducted using GraphPad Prism version 9 software and/or R v4.0.2. Data were tested for normality using Pearson D’Agostino’s K-squared test and analysis of QQ plots. For normally distributed data, student’s t test or ordinary one-way ANOVA followed by Tukey’s *post hoc* multiple comparisons (comparisons between all group means) or Dunn’s multiple comparisons test (comparisons to control condition) was performed. Non-parametric data with multiple groups were analyzed using Kruskal-Wallis test followed by Dunn’s multiple comparisons test. The levels of significance were represented by the following *p* values: *p* > 0.05 (ns, not significant), ^∗^*p* ≤ 0.05, ^∗∗^*p* ≤ 0.01, ^∗∗∗^*p* ≤ 0.001, and ^∗∗∗∗^*p* ≤ 0.0001.

### hiPSC lines

Research on hiPSC was approved by the medical ethical committee at Amsterdam UMC, the Netherlands. A detailed list of hiPSC lines used for the experiments is provided in the STAR Methods in supplemental information.

## Resource availability

### Lead contact

Request for further information or more detailed protocols should be directed to and will be fulfilled by the corresponding author, Jan W. Buikema ().

### Materials availability

This study did not generate new unique reagents.

### Data and code availability

The RNA-seq data were reposited under GEO accession number GSE278598.

## Acknowledgments

We thank Joseph C. Wu from Stanford University for providing lines SCVI-111, SCVI-114, SCVI-202, and SCVI-273. We thank Amsterdam UMC (location VUmc; O2 building) Microscopy and Cytometry Core Facility (MCCF) for the technological support. We thank Babu Kurakula from Amsterdam University Medical Center for sharing Renilla luciferase reporter plasmid. This research was supported by grants from the Chinese Scholarship Council (CSC no. 201706170068) (Q.Y.), the Dutch Heart Foundation Dekker Senior Clinical Scientist grant (J.W.B.) and the Netherlands Organization for Scientific Research (NWO VICI, grant 91818602)(JvV).

## Author contributions

Experimental design, data analysis, and manuscript writing, Q.Y., D.V., and J.W.B.; experimental procedures and Figures 1 and S1, Q.Y., R.K., E.S., and D.V.; Figures 2 and S1, Q.Y.; Figures 3 and S2A–S2F, S.A.S., C.D.M., and Q.Y.; Figures 4 and S3, Q.Y. and R.D.; Figure S4, R.D., D.V., and Q.Y.; Figures 5 and S6, Q.Y. and D.V.; Figure 6, Q.Y., L.J.M.K., and D.V.; Figure 7, Q.Y. Manuscript reading and editing was done by J.v.d.V., D.W.D.K., L.C.Z., D.v.d.V., J.H., and R.A.B. All authors have read and agreed to the published version of the manuscript.

## Declaration of interests

The authors declare no competing interests.

# Supplementary material for: Glycogen synthase kinase-3 inhibition and insulin enhance proliferation and inhibit maturation of human iPSC-derived cardiomyocytes via TCF and FOXO signaling
**Source:** Stem Cell Reports. 2024 Dec 5;20(1):102371. doi: 10.1016/j.stemcr.2024.11.001
**Supplement:** Document S1. Figures S1–S7, Tables S1–S3, and STAR Methods

**Supplemental Information**

**Glycogen synthase kinase-3 inhibition and insulin enhance proliferation and inhibit maturation of human iPSC-derived cardiomyocytes via TCF and FOXO signaling**

**Qianliang Yuan, Devin Verbueken, Rafeeh Dinani, Rosa Kim, Eric Schoger, Chloé D. Morsink, Shamim Amiri Simkooei, Luuk J.M. Kemna, Jesper Hjortnaes, Diederik W.D. Kuster, Reinier A. Boon, Laura Cecilia Zelarayan, Jolanda van der Velden, and Jan W. Buikema**

## Supplemental Information

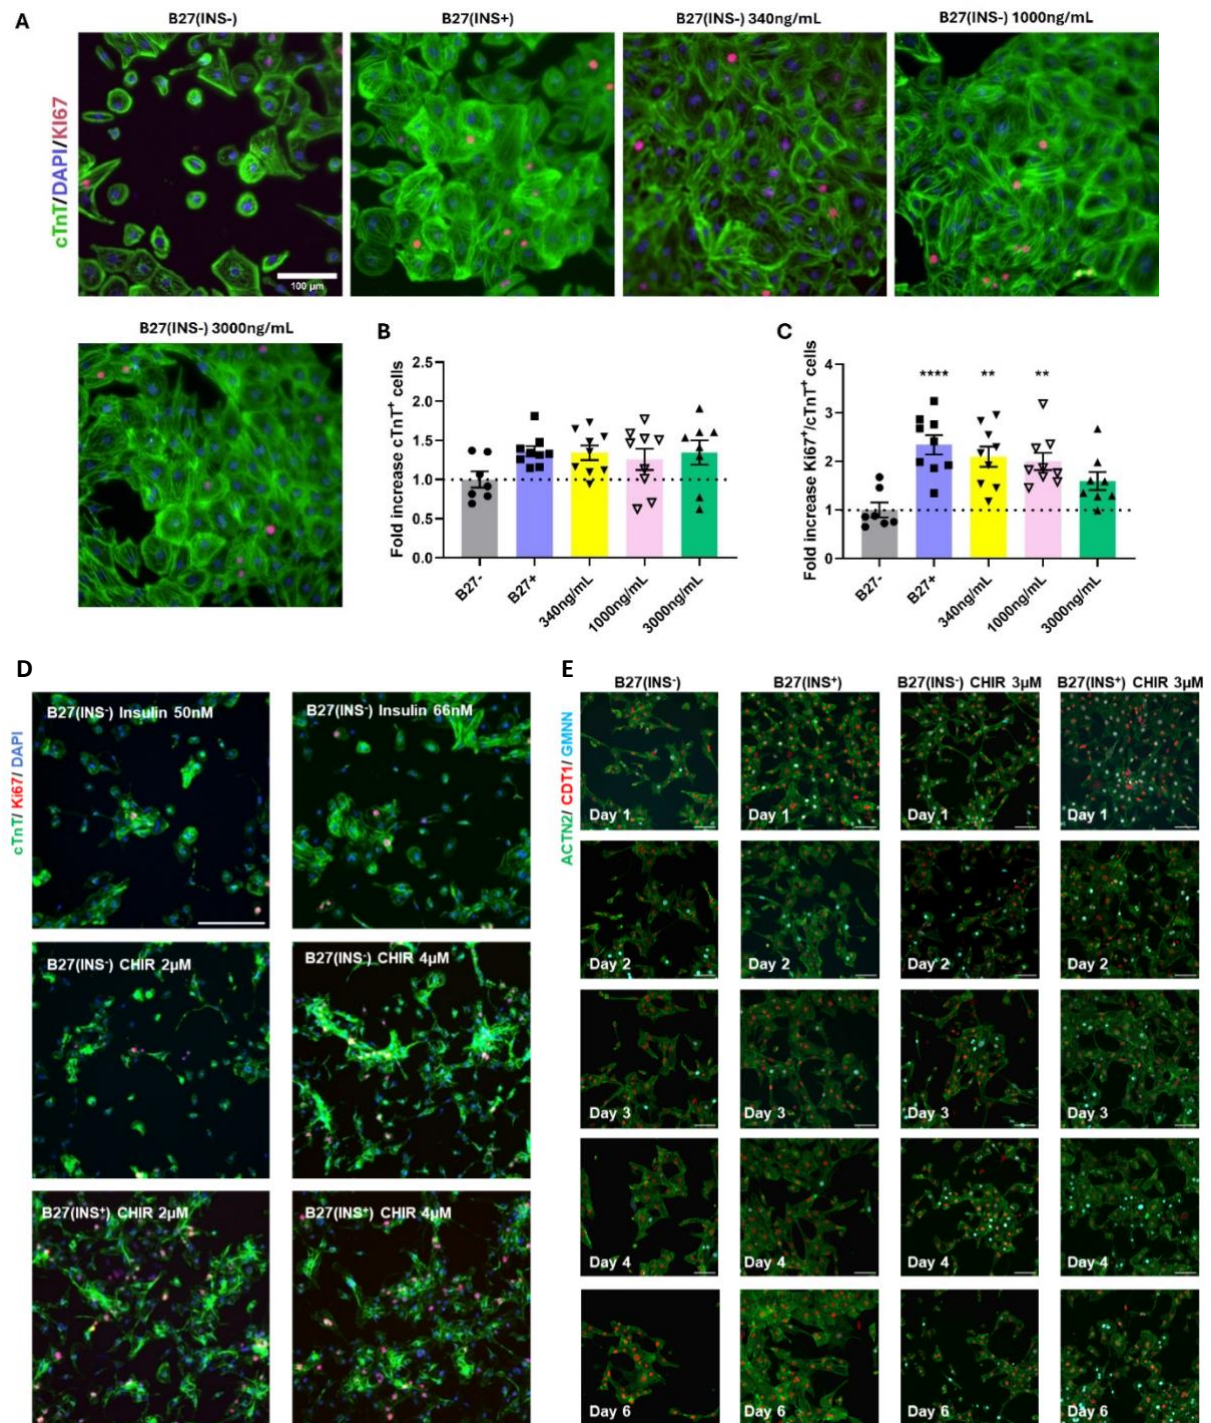

**Figure S1: Insulin concentration screening for proliferative response in immature hiPSC-CMs and monitoring of cell cycle activity.** (A) Representative immunofluorescence images of immature SCVI-273 hiPSC-CMs that were cultured over 7 days exposed to an exponential array of Insulin concentration. Cells were stained for cTnT (green), Ki67 (red), and nuclei (DAPI, blue). (B) Quantification of cTnT<sup>+</sup> hiPSC-CMs cultured in B27(INS<sup>+</sup>), B27(INS<sup>-</sup>) + 340ng/mL (~58nM), B27(INS<sup>-</sup>) + 1000ng/mL (~170nM), B27(INS<sup>-</sup>) + 3000ng/mL (~500nM), with fold increases relative to B27(INS<sup>-</sup>) condition. (C) Quantification of Ki67<sup>+</sup> cells among cTnT<sup>+</sup> hiPSC-CMs for all conditions of (B) with fold increased relative to B27(INS<sup>-</sup>). Data are presented as mean  $\pm$  SEM. Experiment was performed in

triplicate, every data point represents analysis of one image. After confirmation of normality using the D'Agostino & Pearson test, statistical significance was tested using one-way ANOVA followed by Dunn's test for multiple comparisons relative to B27(INS-). \*\* $p < 0.01$ , \*\*\*\* $p < 0.0001$ . **(D)** Representative immunofluorescence images of hiPSC-CMs exposed to the gradient concentrations of stimuli, Insulin and/or CHIR in 7 days. The cells were stained for cTnT (green), Ki67 (red), and nuclei (DAPI, blue). Scale bar=200  $\mu\text{m}$ . **(E)** Live cell imaging of TC1133-ACTN2-Citrine-FUCCI hiPSC-CMs (ACTN2+, green) in the absence or presence of CHIR and Insulin. G1-cardiomyocytes are labeled with mCherry (CDT1, red) and S/G2-cardiomyocytes are labeled with ECFP (GMNN, light blue). Cells were monitored over a time course of 6 days. Scale bar=100  $\mu\text{m}$ .

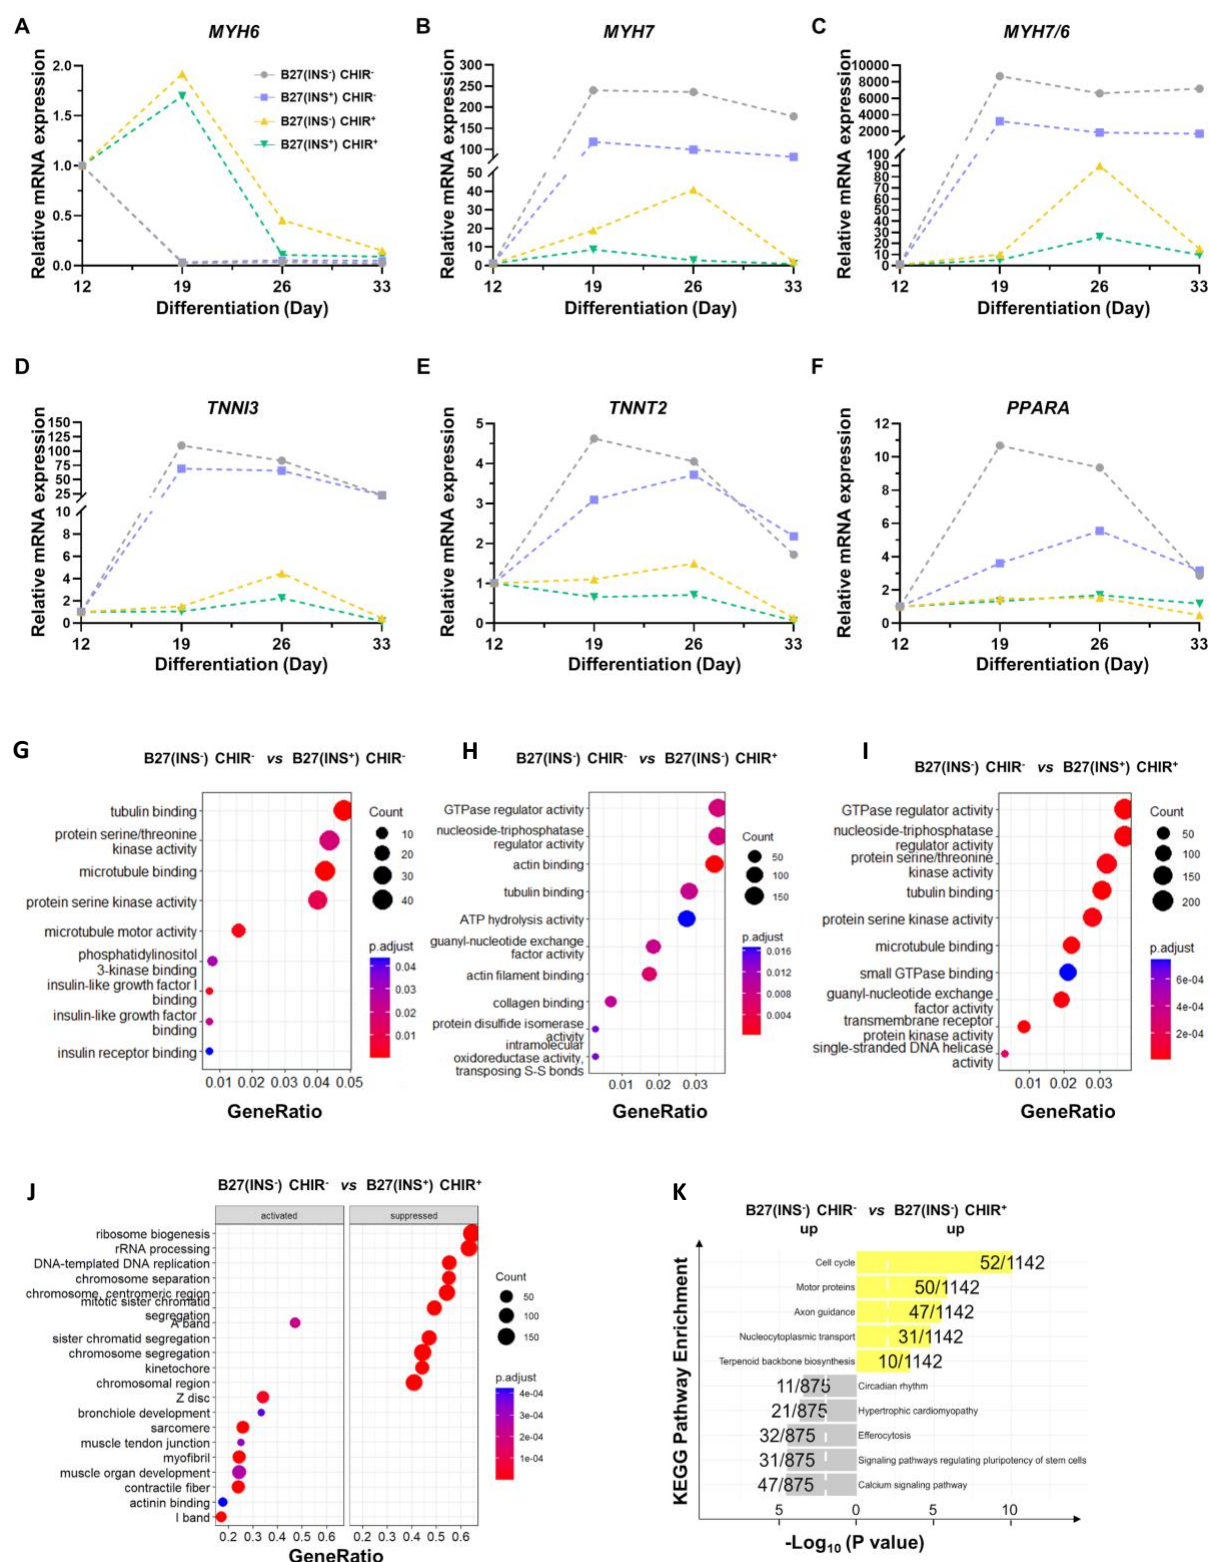

**Figure S2. Expression of selected genes in hiPSC-CMs during prolonged treatment with Insulin/AKT and CHIR99021/Wnt activators (Related to Figure 2) and GO terms and KEGG pathway analysis.**

(A-F) Gene expression, including *MYH6* (A), *MYH7* (B), *MYH7/MYH6* (C), *TNNI3* (D), *TNNT2* (E), *PPARA* (F), displays a temporal pattern following treatment with insulin and/or CHIR99021 post-differentiation (Day 12). (G-I) Gene Ontology (GO) analysis of DEGs identified molecular functions

enriched in the designed conditions in hiPSC-CMs culture B27(INS<sup>+</sup>) CHIR<sup>-</sup> (**G**), B27(INS<sup>-</sup>) CHIR<sup>+</sup> (**H**), and B27(INS<sup>+</sup>) CHIR<sup>+</sup> (**I**), comparing to B27(INS<sup>-</sup>) CHIR<sup>-</sup>, respectively. **GeneRatio**, the ratio of the number of DEGs to the total number of genes in the gene set. (**J**) GSEA-GO analysis of B27(INS<sup>-</sup>) CHIR<sup>-</sup> versus B27(INS<sup>+</sup>) CHIR<sup>+</sup>. (**K**) Top KEGG pathways enrichment analysis between B27(INS<sup>-</sup>) CHIR<sup>-</sup> and B27(INS<sup>-</sup>) CHIR<sup>+</sup>.

**A**

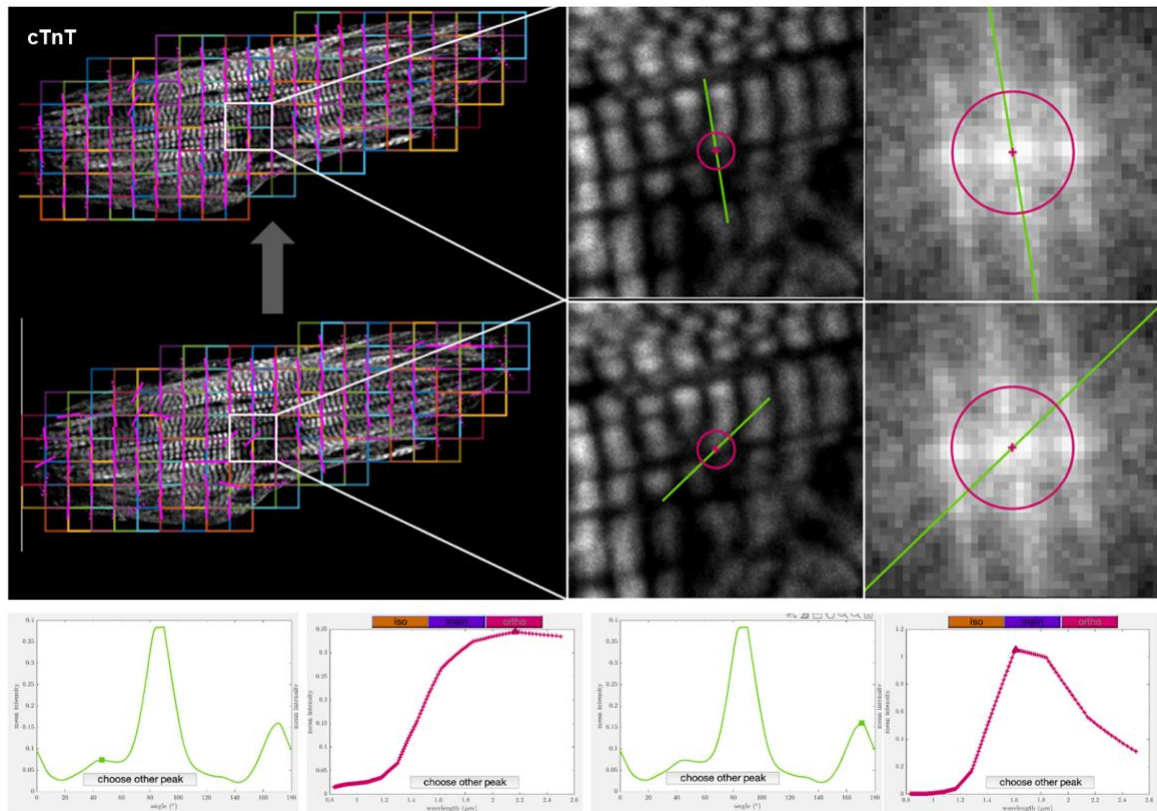

**B**

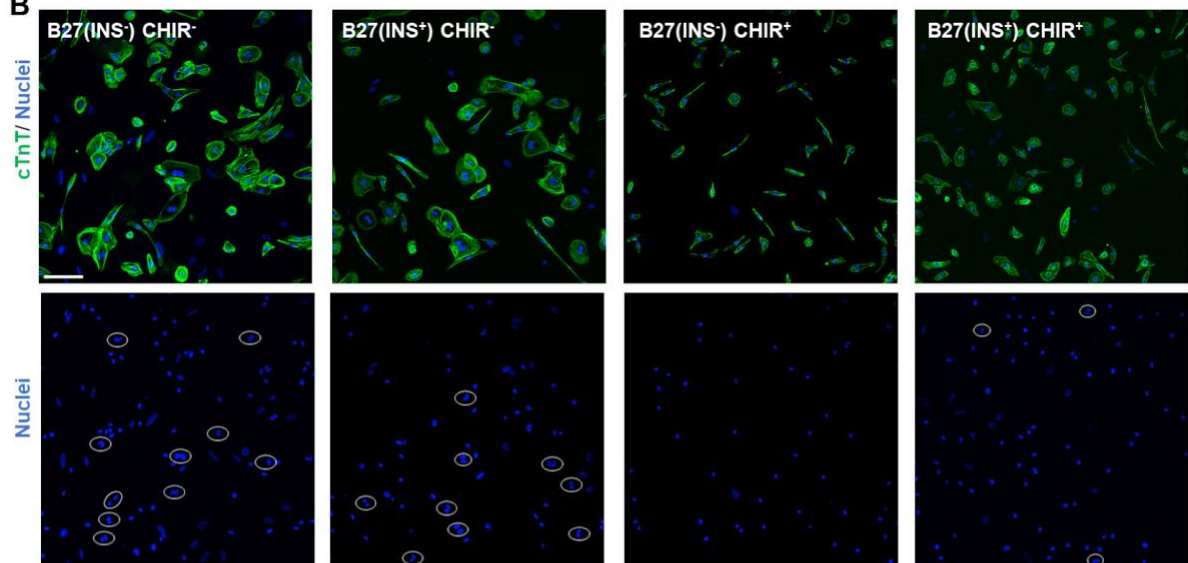

**C**

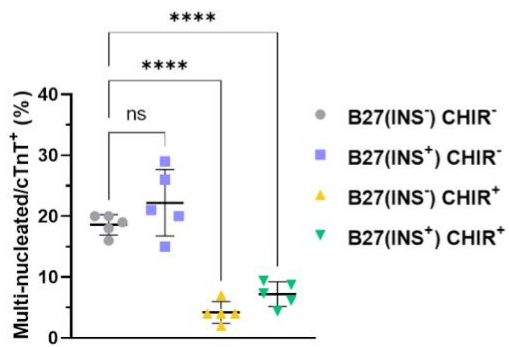

**D**

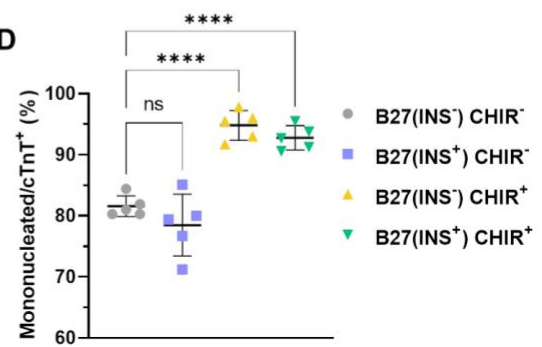

**Figure S3. Insulin and CHIR99021 prompted the generation of mononuclear hiPSC-CMs.** (A) Workflow for sarcomere quantification using MATLAB. (B) Representative immunofluorescence images of hiPSC-CMs show cTnT staining in red, with nuclei labeled in blue. Multi-nucleated cells are highlighted by circles as indicated. Scale bar=100  $\mu$ m. (C) Quantification of the percentage of multi-nucleated hiPSC-CMs among total cTnT-positive hiPSC-CMs. (D) Quantification of the percentage of mononucleated hiPSC-CMs among total cTnT-positive hiPSC-CMs. Data are presented as mean  $\pm$  SD and compared to B27(INS<sup>-</sup>) CHIR<sup>-</sup> condition. N=5 independent cultures from SCVI-273 cell line. Not significant (ns),  $p > 0.05$ , \*\*\* $p < 0.001$ , and \*\*\*\* $p < 0.0001$ .

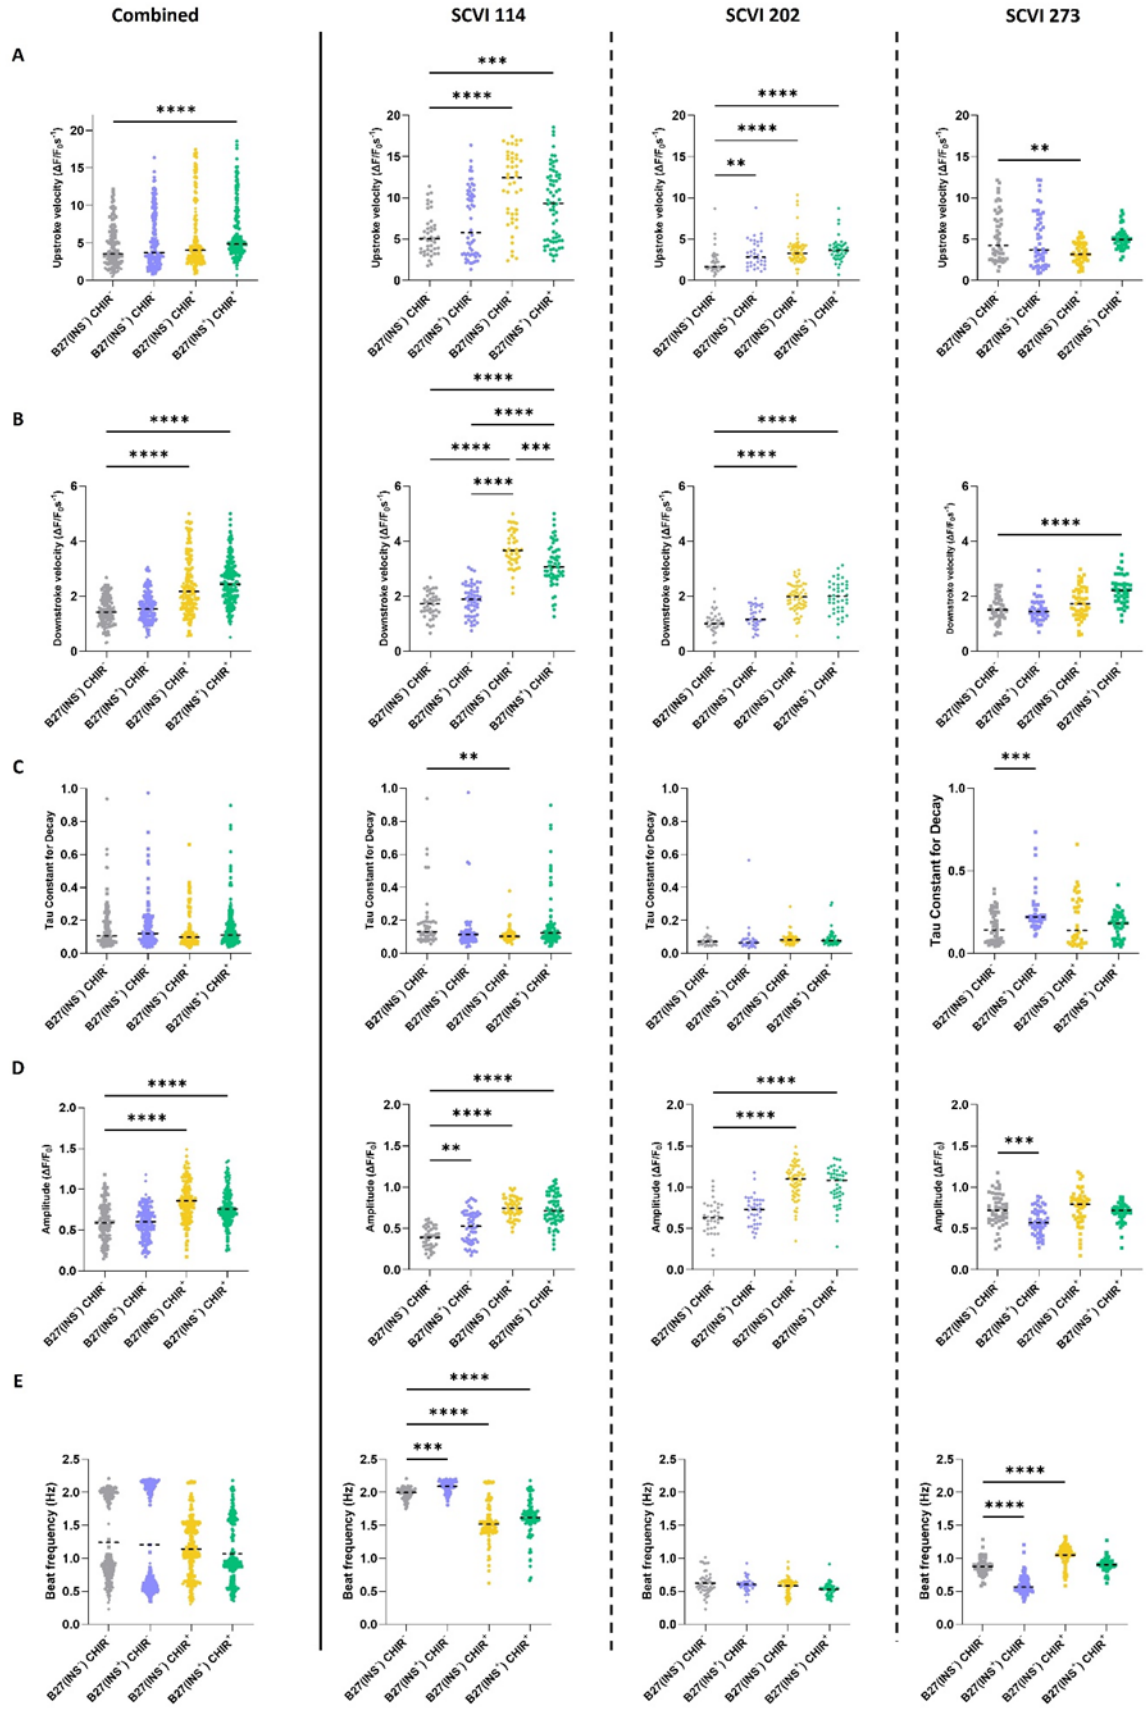

**Figure S4. Results of calcium measurements subdivided per cell line.**

Scatterplots of upstroke velocity (**A**), downstroke velocity (**B**), tau constant for decay (**C**), calcium amplitude (**D**), and beating frequency (**E**) per cell line. Dotted line represents the median (for E the mean is displayed) and every dot is a measurement of one beating area (●= SCVI-114, ◆= SCVI-202, ■= SCVI-273). Comparisons are performed by Kruskal-Wallis test followed by Dunn's multiple comparisons test with B27(INS<sup>-</sup>) CHIR<sup>-</sup> as the reference condition. Not significant,  $p > 0.05$ , \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.0001$ .

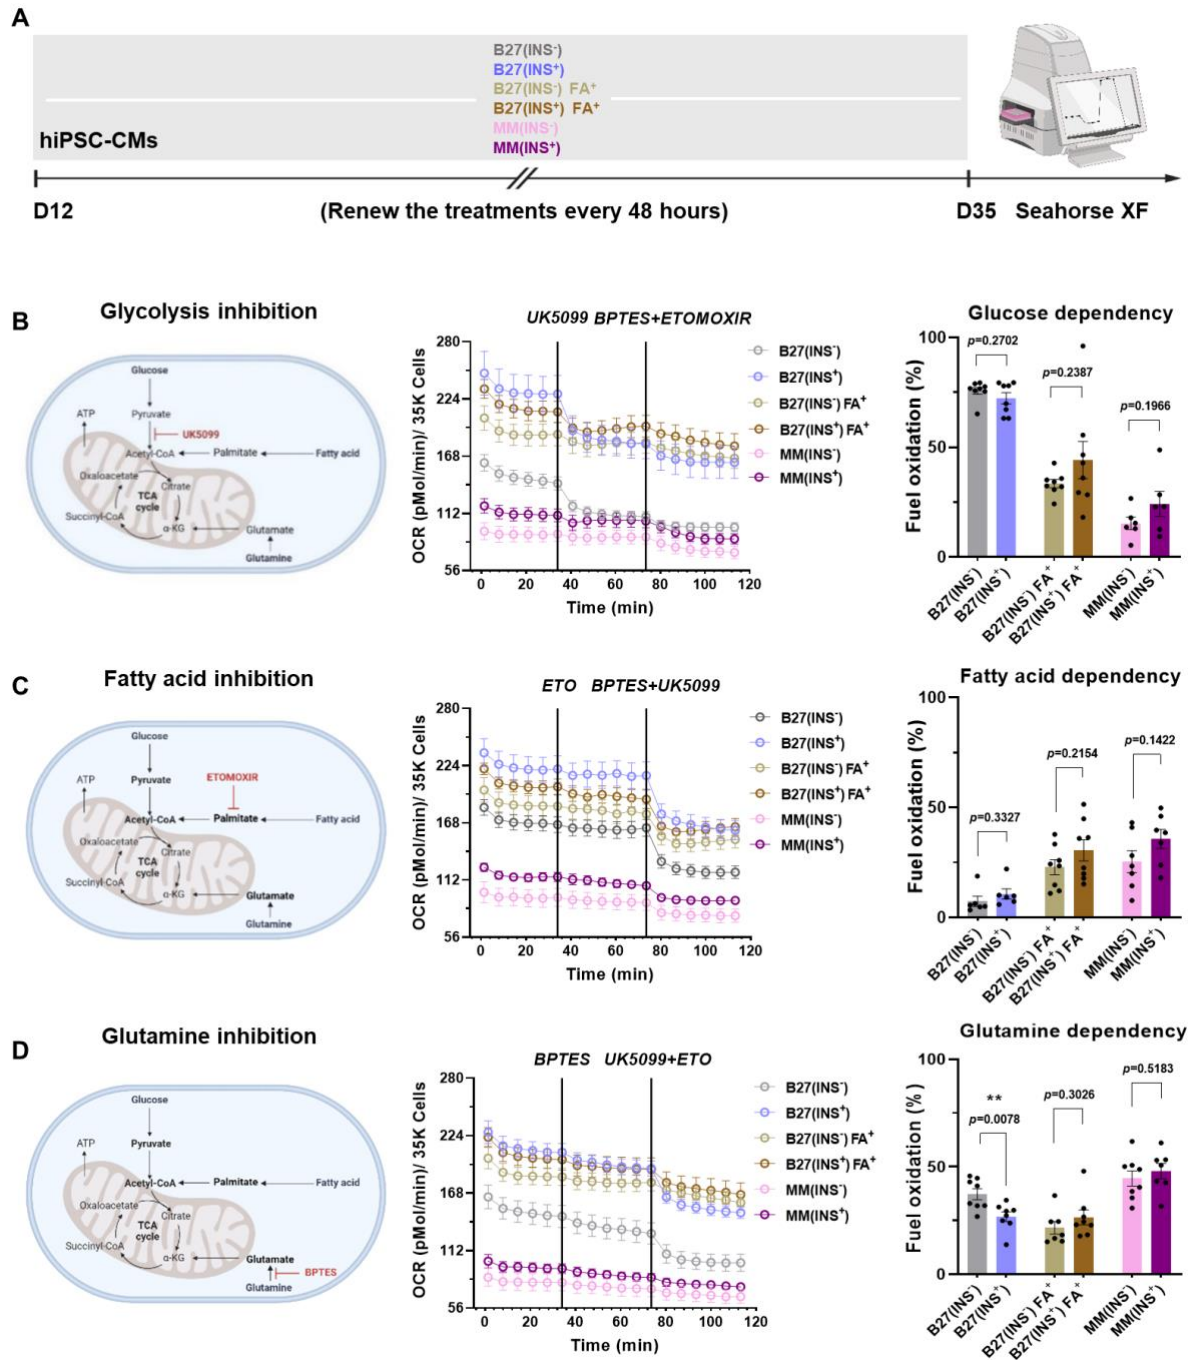

**Figure S5. Differential substrate fuel utilization in hiPSC-CMs under defined culture media conditions modulated by insulin.** (A) Schematic of the experimental timeline for Seahorse XF Mito Fuel-Flex assay involving hiPSC-CMs in culture separately with B27 with insulin (B27(INS<sup>+</sup>)), B27 without insulin (B27(INS<sup>-</sup>)), the addition of free fatty acid to B27(INS<sup>-</sup>) or B27(INS<sup>+</sup>), maturation medium (MM) with insulin (MM(INS<sup>+</sup>)) or without insulin (MM(INS<sup>-</sup>)). (B-D) Dependency on glucose (B), fatty acid (C), and glutamine (D) oxidation of hiPSC-CMs cultured in the indicated media. Created with BioRender.com. Data are presented as mean  $\pm$  SEM.  $N \geq 6$  independent cultures from 3 batches of SCVI-273 cell line. Significance assessed with unpaired Student's t-test between the groups, B27(INS<sup>-</sup>) and B27(INS<sup>+</sup>), B27(INS<sup>-</sup>) FA<sup>+</sup> and B27(INS<sup>+</sup>) FA<sup>+</sup>, MM(INS<sup>-</sup>) and MM(INS<sup>+</sup>), respectively. \*\* $p < 0.01$ ,  $p > 0.05$ , not significant (ns).

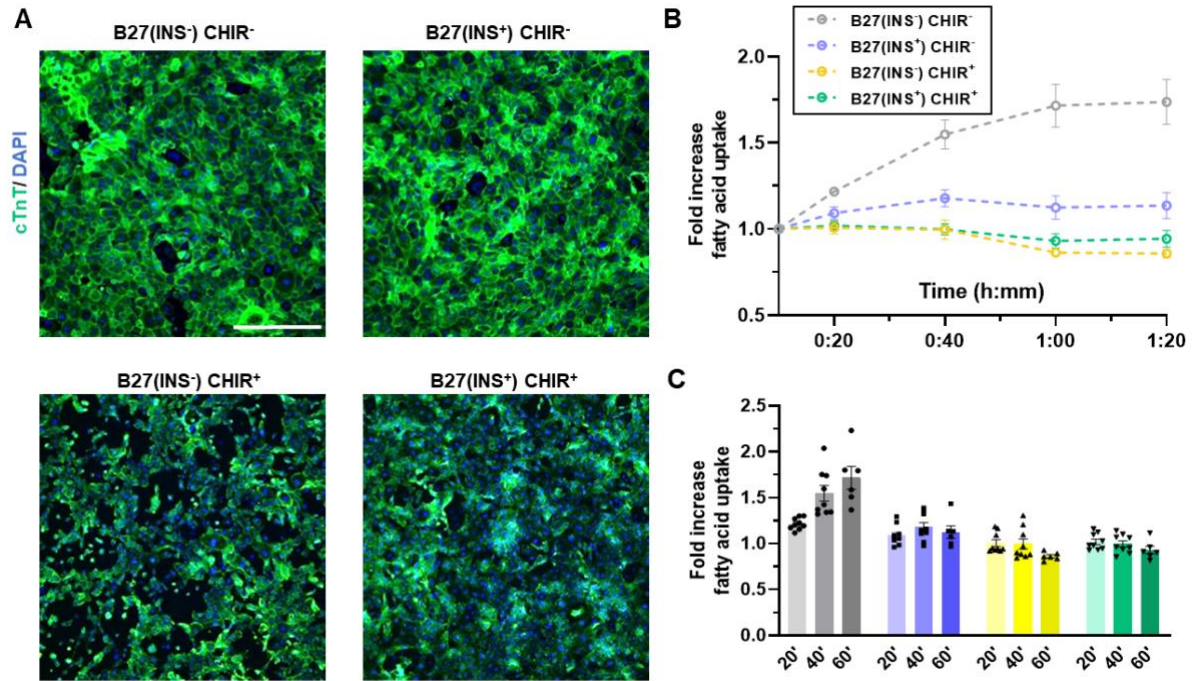

**Figure S6. Fatty acid uptake in hiPSC-CMs treated with or without Insulin and/or CHIR99021. (Related to Figure 4).** (A) Representative immunofluorescence images of hiPSC-CMs cultured under the indicated conditions with cTnT staining (green) and nuclei labeled with DAPI (blue). Scale bar=200  $\mu$ m. (B-C) Fatty acid uptake fold increases measured every 20 minutes for cultured hiPSC-CMs (B). Highlight trends for fatty acid uptake increase in 20, 40, and 60 minutes for individual culture conditions (C). Data are normalized to the starting point, and presented as mean  $\pm$  SEM.  $N \geq 6$  independent cultures from 3 batches of SCVI-273 and SCVI-114 cell lines.

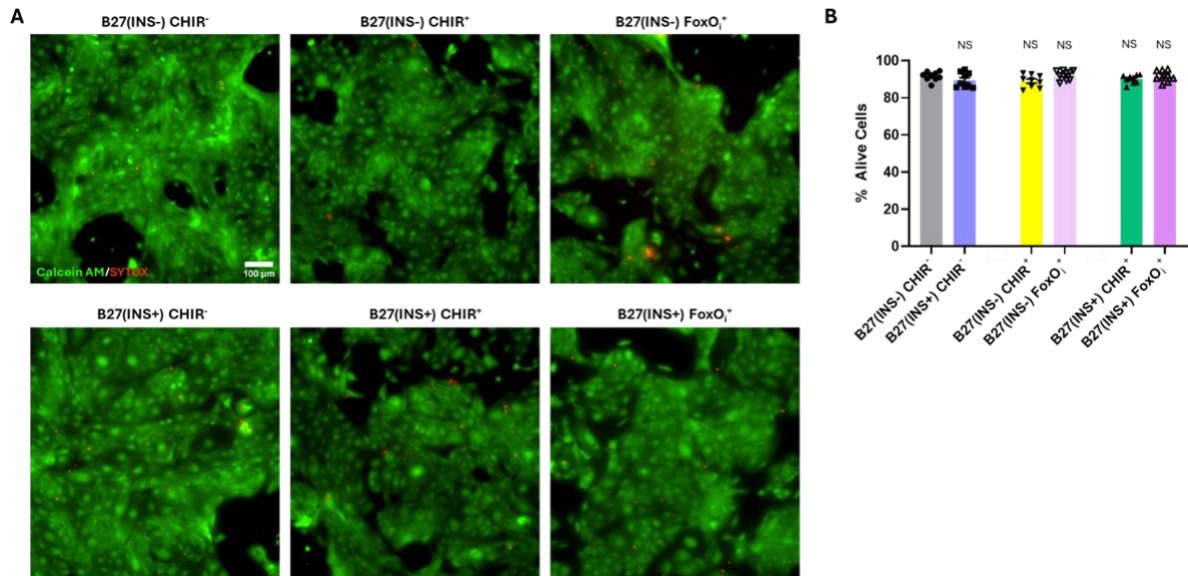

**Figure S7. Administration of WNT activator (CHIR99021) and FOXO inhibitor (AS1842856) do not affect cell viability of immature hiPSC-CMs.** (A) Live/Dead staining of immature SCVI-273 hiPSC-CMs after exposure for 24 hours to the designed culture conditions. Calcein AM indicates alive and viable cells (green), and SYTOX Deep Red staining indicates dead cells (red). (B) Quantification of percentage viable hiPSC-CMs per total cells for each condition. Data are presented as mean  $\pm$  SEM. Experiment was performed in triplicate, every data point represents analysis of one image. After confirmation of normality using the D'Agostino & Pearson test, statistical significance was tested using one-way ANOVA followed by Tukey's multiple comparisons test relative to B27(INS-) CHIR<sup>-</sup>.

**Table S1. Primers**

| Function             | Target          | Sequence (5' --> 3')        | Length | Tm   |
|----------------------|-----------------|-----------------------------|--------|------|
| Myofibril maturation | <i>MYH6</i>     | F: CGGTGCTTTTCAACCTCAAGG    | 21     | 61.7 |
|                      |                 | R: GGACTGGTTCTCCCGATCTGT    | 21     | 63.0 |
|                      | <i>MYH7</i>     | F: CTTTGCTGTTATTGCAGCCATT   | 22     | 60.0 |
|                      |                 | R: AGATGCCAACTTTCCTGTTGC    | 21     | 61.1 |
|                      | <i>TNNI1</i>    | F: CCGGAAGTCGAGAGAAAACCC    | 21     | 62.4 |
|                      |                 | R: TCAATGTCGTATCGCTCCTCA    | 21     | 60.7 |
|                      | <i>TNNI3</i>    | F: TTTGACCTTCGAGGCAAGTTT    | 21     | 60.1 |
|                      |                 | R: CCCGGTTTTCTTCTCGGTG      | 20     | 62.8 |
|                      | <i>TNNT2</i>    | F: GGAGGAGTCCAAACCAAAGCC    | 21     | 62.9 |
|                      |                 | R: TCAAAGTCCACTCTCTCTCCATC  | 23     | 60.8 |
|                      | <i>MYL2</i>     | F: TTGGGCGAGTGAACGTGAAAA    | 21     | 62.7 |
|                      |                 | R: CCGAACGTAATCAGCCTTCAG    | 21     | 60.8 |
| Cellular metabolism  | <i>PPARA</i>    | F: CGGTGACTTATCCTGTGGTCC    | 21     | 61.9 |
|                      |                 | R: CCGCAGATTCTACATTCGATGTT  | 23     | 60.7 |
|                      | <i>PPARG</i>    | F: GGGATCAGCTCCGTGGATCT     | 20     | 63.0 |
|                      |                 | R: TGCACTTTGGTACTCTTGAAGTT  | 23     | 60.0 |
|                      | <i>PPARGC1a</i> | F: GCTTTCTGGGTGGACTCAAGT    | 21     | 62.0 |
|                      |                 | R: GAGGGCAATCCGTCTTCATCC    | 21     | 62.5 |
| Wnt targets          | <i>CTNNB1</i>   | F: AAAGCGGCTGTAGTCACTGG     | 21     | 62.6 |
|                      |                 | R: CGAGTCATTGCATACTGTCCAT   | 22     | 60.2 |
|                      | <i>AXIN2</i>    | F: CAACACCAGGCGGAACGAA      | 19     | 62.8 |
|                      |                 | R: GCCCAATAAGGAGTGTAAGGACT  | 23     | 61.4 |
|                      | <i>CCND2</i>    | F: CTGTCTCTGATCCGCAAGCAT    | 21     | 62.2 |
|                      |                 | R: GGTGGGTACATGGCAAACCTTAAA | 23     | 61.0 |
|                      | <i>LEF1</i>     | F: AGAACACCCCGATGACGGA      | 19     | 68.0 |
|                      |                 | R: GGCATCATTATGTACCCGGAAT   | 22     | 65.4 |
| Housekeeping gene    | <i>GAPDH</i>    | F: GGAGCGAGATCCCTCCAAAAT    | 21     | 61.6 |
|                      |                 | R: GGCTGTTGTCATACTTCTCATGG  | 23     | 60.9 |

**Table S2. Composition of metabolic substrates in media**

| <b>Media</b>       | <b>RPMI 1640 basal medium</b>       |                              |                         |
|--------------------|-------------------------------------|------------------------------|-------------------------|
|                    | <b>B27 (+/- Insulin)</b>            | <b>B27 (+/- Insulin)+ FA</b> | <b>MM (+/- Insulin)</b> |
| <b>Glucose</b>     | 11 mM                               | 11 mM                        | 3 mM                    |
| <b>L-Glutamine</b> | 2 mM                                | 2 mM                         | 4 mM                    |
| <b>Fatty Acids</b> | Not disclosed                       | 5 mg/mL                      | 5 mg/mL                 |
| <b>L-carnitine</b> | Exists, but the conc. not disclosed | 2 mM                         | 2 mM                    |

**Table S3. Top 50 differentially expressed genes for the indicated comparisons**

**B27(INS-) CHIR- vs. B27(INS+) CHIR-**

## B27(INS-) CHIR- vs. B27(INS-) CHIR+

## B27(INS-) CHIR- vs. B27(INS+) CHIR+

## STAR Methods

### Key resource table

| REAGENT or RESOURCE                                  | SOURCE      | IDENTIFIER   |
|------------------------------------------------------|-------------|--------------|
| <b>Antibodies</b>                                    |             |              |
| Cardiac Troponin T                                   | Abcam       | # Ab8295     |
| Ki67                                                 | Abcam       | # Ab15580    |
| MLC2V                                                | Abcam       | # Ab48003    |
| TOMM20                                               | Abcam       | # Ab186735   |
| Donkey anti-Rabbit IgG (H+L) Alexa Fluor-488         | Invitrogen  | # A21206     |
| Donkey anti-Rabbit IgG (H+L) Alexa Fluor-555         | Invitrogen  | # A31572     |
| Donkey anti-Mouse IgG (H+L) Alexa Fluor-647          | Invitrogen  | # A31571     |
| <b>Critical commercial assays</b>                    |             |              |
| PSC Cryopreservation kit                             | ThermFisher | # A2644601   |
| RNeasy Plus Mini Kit                                 | QIAGEN      | # 74134      |
| Cell Line Optimization 4D-Nucleofector™ X Kit        | Lonza       | # V4XC-9064  |
| Superscript cDNA synthesis kit                       | ThermFisher | # 11904018   |
| iTaq SYBR Green Supermix                             | Bio-Rad     | # 1725120    |
| Free Fatty Acid Uptake Assay Kit                     | Abcam       | # Ab176768   |
| Seahorse XF Cell Mito Stress Test Kit                | Agilent     | # 103015-100 |
| Seahorse XF Mito Fuel Flex Test Kit                  | Agilent     | # 103260-100 |
| Lipofectamine™ 3000 Transfection Kit                 | Invitrogen  | # L3000001   |
| Dual-Luciferase® Reporter Assay System               | Promega     | # E1910      |
| <b>Biological samples</b>                            |             |              |
| TCF reporter plasmid                                 | Addgene     | # M50        |
| <b>Chemicals, peptides, and recombinant proteins</b> |             |              |
| CHIR99021                                            | Selleckchem | # S2924      |

|                                          |                       |              |
|------------------------------------------|-----------------------|--------------|
| C59                                      | Selleckchem           | # S737       |
| Insulin solution                         | Sigma                 | # I9278      |
| Matrigel® Growth Factor Reduced          | Corning               | # 354230     |
| RPMI 1640                                | ThermoFisher          | # 11875119   |
| RPMI NO GLUCOSE                          | ThermoFisher          | # 11879020   |
| B27 supplement plus insulin              | GIBCO                 | # 317504044  |
| B27 supplement minus insulin             | GIBCO                 | # A1895601   |
| Essential 8 medium                       | GIBCO                 | # A1517001   |
| DMEM/F12                                 | GIBCO                 | # 21331020   |
| DMEM, no glucose                         | GIBCO                 | # 11966025   |
| KnockOut™ Serum Replacement              | GIBCO                 | # 10828010   |
| DAPI                                     | ThermFisher           | # 62248      |
| DPBS (1X)                                | GIBCO                 | # 14190144   |
| Bovine Serum Albumin                     | Sigma-Aldrich         | # A7906      |
| Hoechst 33342                            | ThermoFisher          | # 62249      |
| EDTA                                     | ThermoFisher          | # 15575020   |
| TRYPLE 10X SEL                           | ThermoFisher          | # A1217701   |
| Revitacell Supplement (100x)             | ThermoFisher          | # A2644501   |
| Rock inhibitor Y-27632                   | StemCell Technologies | # 72304      |
| DMSO                                     | Merck-Sigma           | # D2650      |
| Paraformaldehyde, 4% in PBS              | ThermFisher           | # 61899-AK   |
| 2-Phospho-L-ascorbic acid trisodium salt | Sigma-Aldrich         | # 66170-10-3 |
| Albumin                                  | Sigma-Aldrich         | # 70024-90-7 |
| AlbuMAX™ I Lipid-Rich BSA                | ThermFisher           | # 11020021   |
| Glucose                                  | Sigma-Aldrich         | # G7021      |
| L-lactate                                | Sigma-Aldrich         | # 71718      |
| L-carnitine                              | Sigma-Aldrich         | # C0283      |
| Ascorbic acid                            | Sigma-Aldrich         | # A8960      |
| 1x NEAA                                  | ThermFisher           | # 11140      |

|                                       |                            |                                                                                                                                                               |
|---------------------------------------|----------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Penicillin/Streptomycin               | ThermoFisher               | # 15140122                                                                                                                                                    |
| Fura-2, AM                            | Thermo Fisher              | # F1221                                                                                                                                                       |
| Lipofectamine                         | Invitrogen                 | # L3000001                                                                                                                                                    |
| Luciferase substrate                  | Promega                    | # E1910                                                                                                                                                       |
| <b>Deposited data</b>                 |                            |                                                                                                                                                               |
| Bulk RNA sequencing                   |                            | GSE278598                                                                                                                                                     |
| <b>Experimental model: Cell lines</b> |                            |                                                                                                                                                               |
| hiPSC line                            | Stanford Biobank           | SCVI-273                                                                                                                                                      |
| hiPSC line                            | Stanford Biobank           | SCVI-114                                                                                                                                                      |
| hiPSC line                            | Stanford Biobank           | SCVI-111                                                                                                                                                      |
| hiPSC line                            | Stanford Biobank           | SCVI-202                                                                                                                                                      |
| hiPSC line                            | UMG                        | TC1133-ACTN2-Citrine                                                                                                                                          |
| <b>Oligonucleotide</b>                |                            |                                                                                                                                                               |
| <b>Primers</b>                        | This paper                 | Table S1                                                                                                                                                      |
| <b>Software and algorithms</b>        |                            |                                                                                                                                                               |
| GraphPad Prism 9                      | GraphPad Software          | <a href="http://survey-smiles.com">http://survey-smiles.com</a>                                                                                               |
| Fiji-ImageJ                           | Shindelin et al., 2012     | <a href="https://imagej.net/software/fiji/">https://imagej.net/software/fiji/</a>                                                                             |
| Python 3.10.13                        | Python Software Foundation | <a href="https://www.python.org/">https://www.python.org/</a>                                                                                                 |
| MATLAB_R2022b                         | MathWorks                  | <a href="https://www.mathworks.com/products/matlab.html">https://www.mathworks.com/products/matlab.html</a>                                                   |
| Ionwizard software                    | CytoCypher                 | <a href="https://www.ionoptix.com/products/software/ionwizard-core-and-analysis/">https://www.ionoptix.com/products/software/ionwizard-core-and-analysis/</a> |
| QuPath 0.5.0                          | Bankhead et al., 2017      | <a href="https://github.com/qupath/qupath">https://github.com/qupath/qupath</a>                                                                               |
| BioRender                             | Science Suite Inc.         | <a href="https://www.biorender.com/">https://www.biorender.com/</a>                                                                                           |

|                 |                          |                                                                                                                                                                 |
|-----------------|--------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------|
| R v4.0.2        | R Core Team, 2021        | <a href="https://www.r-project.org/">https://www.r-project.org/</a>                                                                                             |
| clusterProfiler | Yu et al., 2012          | <a href="https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html">https://bioconductor.org/packages/release/bioc/html/clusterProfiler.html</a> |
| DESeq2          | Love et al., 2014        | <a href="https://bioconductor.org/packages/release/bioc/html/DESeq2.html">https://bioconductor.org/packages/release/bioc/html/DESeq2.html</a>                   |
| PCAtools        | Blighe and Lun, 2020     | <a href="https://bioconductor.org/packages/release/bioc/html/PCAtools.html">https://bioconductor.org/packages/release/bioc/html/PCAtools.html</a>               |
| ggplot2 package | R. A. M. Villanueva 2019 | <a href="https://ggplot2.tidyverse.org">https://ggplot2.tidyverse.org</a>                                                                                       |

---

## Resource availability

For additional information or requests regarding resources and reagents, please contact the corresponding author, Jan W. Buikema, 

### Materials availability

## METHOD DETAILS

### Immunofluorescence staining and confocal microscopy imaging

HiPSC-CMs were seeded at a density of approximately  $6 \times 10^4$  cells/well into a  $\mu$ -Plate 8-well chamber or  $2 \times 10^4$  cells/well into a 96-well plate in this study. After experimental treatments, the cells were gently washed with PBS (1X) and fixed using 4% PFA for 10 minutes at room temperature. Following fixation, cells were permeabilized with 0.25% PBS-Triton for 10 minutes and then blocked using 3% BSA for 1 hour. Subsequently, the cells were incubated overnight at 4°C with primary antibodies (see key resource table for details). On the following day, the cells were incubated with corresponding fluorescently labeled secondary antibodies for

1 hour at room temperature. DAPI staining was applied for visualizing nuclear DNA. Imaging was conducted using either an AXR confocal microscope or an Eclipse Ti2 inverted microscope system (Nikon). Optionally, Z-stacks were acquired with a slice thickness of 0.22  $\mu\text{m}$  under the 40X/0.95 NA objective. Subsequent image analysis and quantification were performed using NIS Elements software or ImageJ software.

For FUCCI CM live cell imaging: CQ1 Confocal Imaging Cytometer (Yokogawa) was used with a 20X/0.8 NA objective. Cells seeding density was  $5 \times 10^5$  cells/well for a 6-well cell culture plate. Images were quantified by Python and ImageJ.

### **Quantitative reverse transcription PCR (RT-qPCR)**

hiPSC-CMs were harvested and lysed using TRIzol<sup>TM</sup> reagent (Invitrogen). Total RNA extraction was conducted according to the manufacturer's instructions using the miRNeasy Mini kit (Qiagen). RNA concentration was measured by loading 1  $\mu\text{L}$  of extracted RNA samples on NanoDrop (Thermo Fisher Scientific). A total of 1000 ng of RNA was used for cDNA synthesis by using iScript cDNA synthesis kit (BioRad). Subsequently, the cDNA was diluted to a concentration of 5 ng/ $\mu\text{L}$  for subsequent RT-qPCR analysis. The RT-qPCR experiment was carried out using SYBR Green Supermix (Bio-Rad) on a Bio-Rad CFX96 device. For gene expression analysis, normalization was performed using the housekeeping gene glyceraldehyde-3-phosphate dehydrogenase (GAPDH) and calculated by the  $2^{-\Delta\Delta C_t}$  method (Livak & Schmittgen, 2001).

### **Contractility measurements and calcium transient analysis**

All contractility and calcium imaging experiments were performed on spontaneously beating hiPSC-CMs. To this end, d12 hiPSC-CMs were cultured under the following conditions: B27(INS<sup>-</sup>) CHIR<sup>-</sup>, B27(INS<sup>+</sup>) CHIR<sup>-</sup>, B27(INS<sup>-</sup>) CHIR<sup>+</sup>, and B27(INS<sup>+</sup>) INS<sup>+</sup> for 4 days. Subsequently, the cells were seeded at a concentration of  $4 \times 10^5$  cells/well on a 24-well black 14 mm plate (IBIDI, 82421) coated with Matrigel (Corning) for another 3 days, with continuous treatment under the defined conditions as described above. Contractility and calcium transient measurements followed previously described methods (Dinani et al., 2023), with details modified and adapted for this study. Contractility measurements were conducted using the Cytocypher Multicell High Throughput System (Cytocypher BV (Amsterdam, The Netherlands), IonOptix Corporation (Westwood, MA, United States) when the cells were grown and treated under the aforementioned conditions. Spontaneously beating areas from monolayer cells were randomly selected and measured for 10 seconds per well across 12 regions for a total of 10 minutes. The data were collected using Transient Analysis Tool software (Cytocypher BV), and analyzed according to the following calculations: Contraction time = Time to peak – Time to peak 10. Relaxation time = Time to baseline 80 – Time to peak.

%Shortening = Peak height/ Baseline. For calcium transient measurements, Tyrode solution with a 1 mM Calcium concentration was prepared by thawing a 10 mL 10x Tyrode stock. To this stock, 80 mL MilliQ water, 55 mg sodium pyruvate, and 100  $\mu$ L  $\text{CaCl}_2$  were added. The pH was adjusted to 7.4 at 37°C. The medium in the wells was replaced with warm Tyrode solution at 37°C and incubated for 15 minutes. Fura-2-AM was diluted to a concentration of 2  $\mu$ M by adding 2  $\mu$ L per milliliter. Subsequently, the Tyrode solution was replaced with Fura-2-AM-containing Tyrode and incubated for 15 minutes. This was followed by replacement with normal Tyrode and an additional incubation for 5 minutes. Finally, the Tyrode was refreshed once, and the plate was measured in the Cytocypher (IonOptix) for calcium measurements. Spontaneously beating areas from monolayer cells were randomly selected and measured for 10 seconds per well across 12 regions, totaling 10 minutes. Data were collected using Transient Analysis Tool software (Cytocypher BV) and analyzed for  $\Delta F/F_0$ .

### **Seahorse XF Mito stress assay**

To evaluate the effect of the CHIR99021 and insulin on mitochondrial respiration, Seahorse XF Mito-stress assay was performed according to manufacturer's instructions. hiPSC-CMs were independently cultured for 7 days in B27(INS<sup>-</sup>) CHIR<sup>-</sup>, B27(INS<sup>+</sup>) CHIR<sup>-</sup>, B27(INS<sup>-</sup>) CHIR<sup>+</sup>, and B27(INS<sup>+</sup>) CHIR<sup>+</sup>. 3-5 days prior to the experiment cells were replated into the Seahorse XF96-well cell culture microplate (Agilent) coated with Matrigel (Corning). On the day of the experiment, media were replaced by RPMI 1640 basal medium supplemented with 2 mM glutamine, 10 mM glucose, and 1 mM sodium pyruvate. To normalize the oxygen consumption rate (OCR) values to the actual cell number, cells were incubated with Hoechst (Thermo Fisher Scientific) for live cell imaging, and cell number was counted by a cell analyzer. Subsequently, mitochondrial stress test conditions were assessed according to manufacturer's instructions of the Seahorse XF Cell Mito Stress Test Kit (Agilent) using Seahorse XF96 platform by injecting the following inhibitors in sequence: Oligomycin (2.5  $\mu$ M), FCCP (carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazone, 2  $\mu$ M), and Rotenone/antimycin A (2.5  $\mu$ M). Parameters, including basal respiration, ATP-linked respiration, proton leak, and respiratory capacity, were calculated based on the changes in the OCR upon injection of the beforehand mentioned inhibitors.

### **Seahorse XF Mito Fuel Flex assay**

To assess the effect of insulin on the substrate metabolism dependency of hiPSC-CMs in different defined culture media, Fuel-Flex assay was performed according to manufacturer's instructions. HiPSC-CMs were independently cultured in B27(INS<sup>-</sup>) and B27(INS<sup>+</sup>), B27(INS<sup>-</sup>) FA<sup>+</sup> and B27(INS<sup>+</sup>) FA<sup>+</sup>, maturation medium minus insulin (MM(INS<sup>-</sup>)) and maturation medium plus insulin (MM(INS<sup>+</sup>)) until day 35 post-differentiation. 3-5 days prior to the experiment, cells were replated into the Seahorse XF96 Cell Culture Microplates (Agilent)

coated with Matrigel (Corning). On the day of the experiment, media were replaced by RPMI 1640 basal medium (Thermo Fisher Scientific) supplemented with 2 mM glutamine, 10 mM glucose, and 1 mM sodium pyruvate. To normalize the OCR values to the actual cell number, cells were incubated with Hoechst (Thermo Fisher Scientific) for live cell imaging. Subsequently, cell number was counted by a cell analyzer shortly before the seahorse experiments. Three main substrate oxidation pathways were analyzed according to manufacturer's instructions from Seahorse XF Mito Fuel Flex Test Kit (Agilent). The inhibitors from the kit were injected sequentially for the test: A) UK5099, a pyruvate carrier inhibitor, was used to assess the mitochondrial glycolysis dependency, B) Etomoxir, an inhibitor of long chain fatty acid metabolism, and C) BPTES, an inhibitor of glutamine oxidation pathway. Mitochondrial dependency to each substrate was calculated using the following formula: Substrate fuel dependency = ((baseline OCR – target inhibitor OCR)/ (baseline OCR - all inhibitors OCR))\*100.

### **Fatty acid uptake assay**

Four days prior to the assay, the Matrigel-coated 96-well black plate with clear bottom was seeded with  $6 \times 10^4$  hiPSC-CMs. The assessment of fatty acid was carried out using the Free Fatty Acid Uptake Assay Kit (Abcam) following the manufacturer's instruction. Briefly, after being washed thrice with serum-free media, the cells were pre-incubated in serum-free medium for 2 hours. A baseline measurement was conducted before introducing the fluorescent fatty acid mixture, followed by measurements every 10 minutes after the addition using a microplate fluorescence reader (Greiner Bio-One) at 485/528 nm performed in Spectramax ID3 (Molecular Devices).

### **Bulk RNA-seq analysis**

D12 hiPSC-CMs were cultured, respectively, under the defined conditions, including B27(INS<sup>-</sup>) CHIR<sup>-</sup>, B27(INS<sup>+</sup>) CHIR<sup>-</sup>, B27(INS<sup>-</sup>) CHIR<sup>+</sup>, and B27(INS<sup>+</sup>) CHIR<sup>+</sup>, for 3 days. Subsequently, total RNA was extracted following the described method as above. Library preparations were carried out using the NEBNext® Ultra RNA Library Prep Kit for Illumina® (New England Biolabs), and the prepared libraries underwent sequencing on a HiSeq 4000 platform (Novogene). The RNA-seq reads were aligned to the human reference genome hg19. 

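The deposited table gives a chromosome, start, end and strand for each gene and names no genome build. Of 22075 genes that could be matched to the GRCh37 annotation, the build also called hg19, by their identifier, 156 had the same start in the table. The coordinates printed beside the RNA-seq results are those of the table. The table holds no gene of the mitochondrial chromosome and 3984 genes listed by an identifier in place of a symbol. Exon lengths of the GRCh37 annotation were used to compute reads per kb of exon.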

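The legend of Figure 5A gives a false discovery rate of 0.05 with thresholds on the fold change and the mean, in place of the adjusted p of 0.01 of the supplemental methods. With limma and an adjusted p under 0.01 alone, 271 genes changed with insulin alone, 3418 with CHIR alone and 5303 with both. With the fold change and mean thresholds added, the counts were 164, 1979 and 3208.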

Differential expression analysis of genes (DEGs) between groups (adjusted p value < 0.01) was conducted by DESeq using RStudio. Functional enrichment analysis was performed by Bioconductor packages using RStudio.

### **Luciferase-based LEF/TCF activity analysis**

$\beta$ -Catenin/TCF activity was evaluated using the luciferase-based LEF/TCF reporter, TOPFlash plasmid (Addgene). For early-stage cells, D12 hiPSC-CMs were cultured in RPMI 1640 basal medium-based conditions: B27(INS<sup>-</sup>) CHIR<sup>-</sup>, B27(INS<sup>+</sup>) CHIR<sup>-</sup>, B27(INS<sup>-</sup>) CHIR<sup>+</sup>, and B27(INS<sup>-</sup>) CHIR<sup>+</sup> for 4 days (D16). For late-stage cells, D12 hiPSC-CMs were cultured in RPMI 1640 basal media plus insulin until D40, cells were switched to the conditions: B27(INS<sup>-</sup>) CHIR<sup>-</sup>, B27(INS<sup>+</sup>) CHIR<sup>-</sup>, B27(INS<sup>-</sup>) CHIR<sup>+</sup>, and B27(INS<sup>-</sup>) CHIR<sup>+</sup> for 4 days (D44). The D16 and D44 cells were, respectively, replated into 96-well clear black bottom plates (Greiner Bio-One) with a cell density  $1 \times 10^5$  cells/well. The following day, transfection was performed using Lipofectamine<sup>TM</sup> 3000 Transfection Reagent (Invitrogen) according to the manufacturer's protocol, with the Renilla luciferase gene as an internal control. After 36 h, cells were lysed in standard 1X lysis buffer (Promega) for 30 min at room temperature, and the cell lysates were subjected for both firefly and Renilla luciferase activity using the Dual-Luciferase Reporter assay kit (Promega) following the manufacturer's instructions. Fluorescence was measured using SoftMax<sup>®</sup> Pro (Molecular Devices), Renilla luciferase was used as a control reporter for normalization. LEF/TCF activity from each culture condition was calculated and finally presented relative to B27(INS<sup>-</sup>) CHIR<sup>-</sup>.

# Supplementary material for: Glycogen synthase kinase-3 inhibition and insulin enhance proliferation and inhibit maturation of human iPSC-derived cardiomyocytes via TCF and FOXO signaling
**Source:** Stem Cell Reports. 2024 Dec 5;20(1):102371. doi: 10.1016/j.stemcr.2024.11.001
**Supplement:** Document S2. Article plus supplemental information

# Glycogen synthase kinase-3 inhibition and insulin enhance proliferation and inhibit maturation of human iPSC-derived cardiomyocytes via TCF and FOXO signaling

Qianliang Yuan,<sup>1</sup> Devin Verbueken,<sup>1,2</sup> Rafeeh Dinani,<sup>1</sup> Rosa Kim,<sup>3,4</sup> Eric Schoger,<sup>3,4</sup> Chloé D. Morsink,<sup>1</sup> Shamim Amiri Simkooei,<sup>1</sup> Luuk J.M. Kemna,<sup>1,5</sup> Jesper Hjortnaes,<sup>5,6</sup> Diederik W.D. Kuster,<sup>1</sup> Reinier A. Boon,<sup>1</sup> Laura Cecilia Zelarayan,<sup>3,4,7</sup> Jolanda van der Velden,<sup>1</sup> and Jan W. Buikema<sup>1,2,8,\*</sup>

<https://doi.org/10.1016/j.stemcr.2024.11.001>

## SUMMARY

Embryonic signaling pathways exert stage-specific effects during cardiac development, yet the precise signals for proliferation or maturation remain elusive. To uncover the cues for proliferation, we performed a combinatory cell-cycle screen for insulin and glycogen synthase kinase-3 (GSK3) inhibition in spontaneously beating human induced pluripotent stem cell-derived cardiomyocytes (hiPSC-CMs). Our analysis for proliferation, and subsequent downstream sarcomere development, gene expression analysis, and molecular interventions identified a temporal interplay between insulin/Akt/FOXO and CHIR99021/Wnt/GSK3/TCF signaling. Combined pathway activation led to proliferation of immature hiPSC-CMs with low sarcomere and mitochondria content, while, in the absence of pathway activators, cardiomyocytes rapidly exited the cell cycle and fetched higher organization of sarcomeres and mitochondria. Our data demonstrate two important pathways, which enhance proliferation and inhibit maturation, and provide molecular mechanistic understanding of these cell fate decisions in immature hiPSC-CMs.

## INTRODUCTION

The lack of understanding about true regeneration of the human heart is reflected in the current medical therapies for heart failure that do not aim to cure the underlying deficit of functional cardiomyocytes (Galdos et al., 2017; Lazar et al., 2017; Ouwerkerk et al., 2023). Whereas cell turnover in the adult heart is extremely low, during development embryonic signaling pathways regulate the robust increase in myocardial mass through cardiomyocyte duplication. Orchestration of these cell fate decisions require temporal and stage-specific specification and growth of the various myocardial compartments. This involves a tight regulation of the local cardiomyocyte proliferation and is directed by a network of signaling pathways, including Neuregulin1/ErbB2/4 (Bersell et al., 2009; D'Uva et al., 2015; Grego-Bessa et al., 2023), bone morphogenic proteins (BMPs) (Klaus et al., 2007), insulin growth factor (IGF)/phosphatidylinositol 3-kinase (PI3K)-AKT (Engels et al., 2014), Hippo-YAP (Heallen et al., 2011; Lin et al., 2015; von Gise et al., 2012; Xin et al., 2013), and NOTCH (Collesi et al., 2008; Grego-Bessa et al., 2007).

Remarkably, within the developing ventricular compartment, differential proliferation rates are observed within

the compacted, trabecular, and septal zones. The proliferation rates of immature cardiomyocytes in the compacted myocardium gradually decline following specification and maturation (Buikema et al., 2013; Ye et al., 2015). Differentiation coincides with multiple isoform switches of genes that regulate the expression of proteins essential for the contractile apparatus, culminating in their functional maturity (Miyata et al., 2000; Reiser et al., 2001). In parallel, these sarcomeric isotype switches coincide with a metabolic preference for fatty acids as the substrate for adenosine triphosphate (ATP) production (Lopaschuk et al., 1991). These functional and metabolic transitions in ventricular cardiomyocytes are driven by a demand for increased cardiac output of the growing body.

We and others have previously shown that during mitosis cardiomyocytes disassemble all sarcomeres before proceeding to cytokinesis, a phenomenon inversely related to contractility (Buikema et al., 2020; Yuan et al., 2022). Moreover, we and others have shown that the canonical Wnt/ $\beta$ -catenin signaling pathway plays an essential role in regulating the cell fate decisions such as required for cardiogenesis and cardiac development. Notably, the canonical Wnt/ $\beta$ -catenin signaling pathway exerts a biphasic effect on mesoderm development versus cardiac

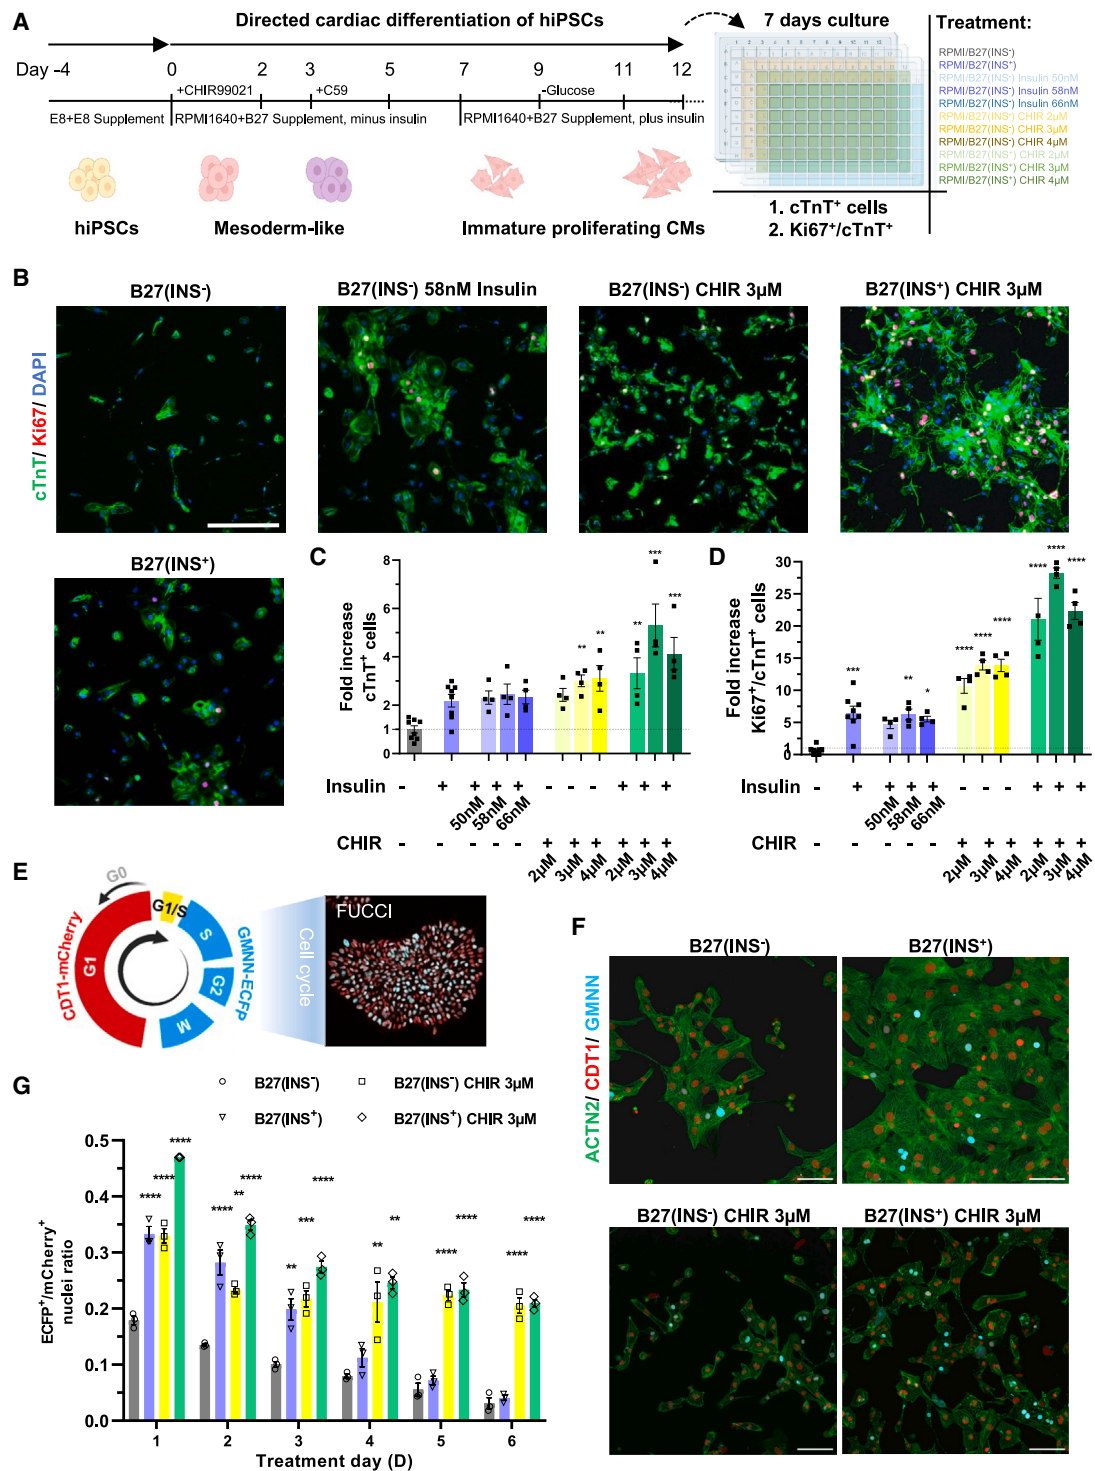

**Figure 1. Combinatorial screen of insulin and GSK3β inhibitor CHIR99021 for hiPSC-CM proliferation**

(A) Schematic of combinatory screen setup for insulin and CHIR99021 (CHIR) in hiPSC-CMs.

(B) Representative immunofluorescence images of hiPSC-CMs for the optimized concentrations of insulin (58 nM–340 ng/mL) and/or CHIR (3.0 μM). Cells were stained for cTnT (green), Ki67 (red), and nuclei (DAPI, blue). Scale bar, 200 μm.

(C) Graph displaying fold increase in cTnT<sup>+</sup> cells normalized to B27(INS<sup>-</sup>).

(D) Graph displaying fold increase in percentage of Ki67<sup>+</sup>/cTnT<sup>+</sup> cells normalized to B27(INS<sup>-</sup>).

(legend continued on next page)

specification and growth, which is incorporated in the robust cardiac differentiation of human induced pluripotent stem cells (hiPSCs) (Lian et al., 2012, 2013) and proliferation of immature hiPSC-derived cardiomyocytes (hiPSC-CMs) (Buikema et al., 2020; Mills et al., 2019; Sharma et al., 2018; Titmarsh et al., 2016; Uosaki et al., 2013).

How the deposited data were processed for this re-analysis (not part of the article)

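RNA from SCVI-273 hiPSC-CMs was measured by RNA-seq in 12 libraries, 3 for each of the 4 combinations of insulin (0 or 58 nM) and CHIR99021 (0 or 3 μM). The authors deposited 1 table of signal values, which are gene counts divided by 1 size factor per library and rounded to whole numbers. This unit was inferred from the values, because neither the methods of the paper nor the table names it. In each library the median ratio to the geometric mean of each gene lay between 0.9967 and 0.9995, and whole numbers recurred or were missing at a fixed spacing. The size factors estimated from that spacing were 0.43 for replicate 3 of B27(INS-) CHIR+ and 1.016 to 1.148 for the other 11 libraries. The aligner, the counting tool, its strand setting, the annotation release, the handling of duplicate reads and any filter of the table are not stated in the paper's text or in the sample labels. The 4 conditions were taken from the labels. Replicates were treated as independent.
The comparisons, thresholds, gene lists, rule for naming genes and most alternatives were chosen before the data were examined. A test on raw counts with edgeR and its scaling had been planned, and it was not run because the deposited values are not raw counts. In its place the deposited scaling was kept, 2 was added, and log2 values were fitted with limma 3.58.1 in R 4.3.3 with all 12 libraries (8 residual degrees of freedom), a variance trend and Benjamini-Hochberg adjustment within each comparison. Of 22205 genes, 17450 with at least 10 normalized reads in at least 3 libraries were tested. A DEG had an adjusted p under 0.05, a log2 fold change of at least 0.585 in size and a mean of at least 5. The 6 comparisons were insulin alone, CHIR alone and insulin and CHIR against B27(INS-) CHIR-, insulin with CHIR (B27(INS+) CHIR+ against B27(INS-) CHIR+), CHIR with insulin (B27(INS+) CHIR+ against B27(INS+) CHIR-), and the interaction, which is the insulin effect with CHIR minus that without. An exact permutation test of 3 libraries against 3 cannot give a p under 0.1, so none is given for single genes.
Named genes are those that the paper names in its RNA-seq results and Table S3, and in each comparison the 5 with the largest rise and the 5 with the largest fall among DEGs with a mean of at least 50 whose replicates did not overlap between the conditions (for the interaction, without the condition on overlap). The rule as first set also covered the genes of Figures 2B and S2A-F and members of the preset lists. Of the genes of those figures, only AXIN2 has its fold change reported here. Preset lists were tested with limma's camera at an inter-gene correlation of 0.01, as 84 tests adjusted together. They held genes of S phase, G2/M, the sarcomere, FOXO targets, WNT targets, fatty acid oxidation, ribosome biogenesis, kinesins, oxidative phosphorylation, ribosomal proteins and HOX genes, fibroblast and epicardial, endothelial and pluripotency markers, and mRNAs of the mitochondrial genome. Principal components were computed from centred log2 values of the union of DEGs of the 3 comparisons with B27(INS-) CHIR-. Reads per kb of exon were computed from the estimated reads and the exon lengths of the GRCh37 annotation, which covered 22075 genes (99.41%). Tables and plots were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.
The procedure was tested on simulated data with a dispersion of 0.0361, in which 17143 genes passed the filter. Of 200 genes changed by a log2 value of 1 with CHIR, 131 were called (65.5%), with 8 false calls. For the comparison of CHIR with insulin, 275 of 400 changed genes (68.75%) were called with 11 false calls, and for the interaction 31 of 200 (15.5%) with 1 false call. A list of 50 genes with a simulated log2 change of 0.4 gave a median of 0.375 (camera adjusted p = 2.02e-15), and 0 of 100 unchanged lists passed the threshold. The simulated genes were drawn independently of each other. The simulation thus cannot tell how often camera calls unchanged lists whose genes vary together.
Alternatives covered the thresholds, the filter, scaling by library size, the libraries in the fit, a replicate block, the list test, the genes and scaling of the principal components, and leaving out each library in turn. Pseudocounts of 0.5 and 8, sample weights, a trimmed mean of log ratios, cyclic loess normalization and a replicate block with only the libraries of the comparison were added after seeing the data. The KEGG and GO analyses of the paper were not repeated, because the gene sets were not available. The 4755 genes below the filter were tested only in the alternative without a filter on low values, and GC content was not examined.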

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

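The interaction, its thresholds, the gene lists and the naming rule were set before the data were examined. The regroupings of libraries and the tests of explanations below were chosen only after the result was seen. The insulin effect differed with and without CHIR for 24 genes (8 higher and 16 lower), by limma's test of the interaction. At an unadjusted p under 0.05 there were 1101 genes. The count was 53 without replicate 3 of B27(INS-) CHIR+ and 13 without replicate 3 of B27(INS+) CHIR-. Among 100 random groupings of the 12 libraries into 4 conditions, the real one included, 4 gave as many genes, and the highest count of another grouping was 3256. Such groupings mix libraries with and without CHIR, so the effect of CHIR enters their counts, and they do not show what an absence of interaction would give.
By the naming rule, the largest positive differences were those of PLSCR5 (1.96, limma adjusted p = 0.0055), PMEL (1.5), ID1 (1.06, limma adjusted p = 0.0178), UNKL (1.01) and ITGA9 (1.0). The largest negative ones were those of MYL2 (-1.80, limma adjusted p = 0.00415), NETO1 (-1.37, limma adjusted p = 0.0178), LINC01405 (-1.26), AHNAK2 (-1.16) and CUX2 (-1.15). In the 12 fits that each left out 1 library, ID1 and NETO1 were each above an adjusted p of 0.05 in 6, with values up to 0.0848 and 0.0851 without replicate 1 of B27(INS+) CHIR+. With scaling by library size, the limma adjusted p values were 0.0705 for ID1, 0.0534 for NETO1 and 0.0852 for AHNAK2. PMEL, UNKL and ITGA9 overlap CDK2, GNPTG and ITGA9-AS1 on the other strand, and the strand of counting is not stated. MYL2, LINC01405 and CUX2 are neighbors on chromosome 12, which was seen only in the results.
A technical explanation for these genes is the deviation of replicate 3 of B27(INS-) CHIR+, which had fewer reads than the other libraries. Without it, 10 of the 10 named genes were past the threshold in the same direction, which argues against that library as the cause. Another is an effect of read density in the other libraries, which would move genes of similar density together. In 10 bins of the tested genes by reads per kb of exon, the median difference furthest from 0 was -0.117 without that library. The named genes differed by at least 0.895 in size (UNKL). They were picked for large differences and the spread of single genes within bins was not examined, so this comparison cannot decide on read density for them. Reads shared with overlapping genes stay open for PMEL, UNKL and ITGA9, and GC content was not tested. A biological explanation, that insulin acts on these genes differently when GSK3 is inhibited, may apply and was not tested in other libraries.
Among the lists, the median difference passed the camera threshold for S phase genes (0.086, higher in 37 of 43), sarcomere genes (-0.335, lower in 41 of 42), WNT targets (0.154, higher in 14 of 20), ribosome biogenesis genes (0.031, higher in 24 of 41), oxidative phosphorylation genes (-0.165, lower in 69 of 73) and ribosomal protein genes (-0.211, lower in 75 of 79). Under fry none did (0 of 6, lowest adjusted p 0.123, lowest unadjusted p 0.0572, so 0 had an unadjusted p under 0.05), so these calls hold only under camera with its preset correlation. As many lists past the camera threshold were found in 69 of the 100 groupings, which have the limit given above. The S phase value was 0.013 without replicate 2 of B27(INS-) CHIR- (camera adjusted p = 0.186). The value of ribosome biogenesis genes was 0.004 without replicate 1 and 0.109 without replicate 3 of B27(INS-) CHIR+, and that of WNT targets 0.092 without replicate 1 of B27(INS+) CHIR-.
Without replicate 3 of B27(INS-) CHIR+, the median was 0.049 for ribosomal protein genes (camera adjusted p = 0.000852) and 0.048 for oxidative phosphorylation genes (camera adjusted p = 0.00561). Both lists were then past the camera threshold in the opposite direction. Their negative differences may thus come from that library alone. Sarcomere genes went from -0.335 to -0.072. The mean over the 21 sarcomere genes with the higher read densities had an interaction of -0.334 (SE 0.282), or -0.057 (SE 0.066) without that library, and for these genes the library is a candidate explanation as well. The 21 genes with lower densities had an interaction of -0.359 (SE 0.092), or -0.29 (SE 0.068) without it, which argues against that library as the whole cause there. An effect of insulin on sarcomere genes that depends on CHIR stays open for the latter, and MYL2 is one of them.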

How the results depend on the processing

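Of 113 results for named genes, no filter on low values and the trimmed mean of log ratios changed no direction or call. Scaling by library size weakened 5, each pseudocount weakened 1, sample weights strengthened 2 and reversed 1, cyclic loess reversed 1, and the replicate block brought 1 above the threshold, as the limma adjusted p of FRAT1 with insulin alone was 0.0534. With only the libraries of the comparison, 4 of 100 were weaker and 2 stronger. At least 10 normalized reads in every library left 74 of 74 the same. Of 53 results for lists, fry weakened 14 and strengthened 2, an estimated correlation weakened 35, library size strengthened 1 and reversed 2, sample weights weakened 1, strengthened 2 and reversed 7, and cyclic loess reversed 6. Leaving out 1 library at a time changed 13 of the gene results and 22 of the list results in at least 1 of 12 fits. Pseudocounts, sample weights, the trimmed mean and cyclic loess were chosen after seeing the data. DESeq2's Wald test, variance stabilization and size factors and TMM scaling were planned and not run, since the values are not raw counts. The causes of the changes below were not tested, except that looser or stricter thresholds pass more or fewer genes by construction.
Replicate numbers were taken not to pair the libraries, because the correlations of the deviations of libraries with the same number ran from -0.197 to 0.428 over the pairs of conditions, and were 0.327, 0.428 and 0.0488 between B27(INS-) CHIR- and B27(INS+) CHIR-. The replicate block over 12 libraries gave 412 DEGs for insulin alone and changed no call except that of FRAT1. A replicate block with only the 6 libraries of the comparison, which leaves 2 residual degrees of freedom, was chosen after seeing the data. It gave 779 DEGs for insulin alone and 323 for insulin with CHIR. Of 100 gene results it brought 5 past the threshold, all with insulin alone, and 1 above it. The limma adjusted p with insulin alone was 0.000371 for MYL2 and 0.000132 for MYOM2, both higher, and 0.000144 for BMP10, 0.000437 for HOPX and 0.00457 for KCNA5, all lower. For FOXO3 with CHIR alone it was 0.0965.
An adjusted p under 0.05 alone gave 884 DEGs for insulin alone, 5791 for CHIR alone, 7548 for both, 1360 for insulin with CHIR and 6165 for CHIR with insulin. An adjusted p under 0.01 with the fold change and mean thresholds gave 164 for insulin alone, 266 for insulin with CHIR and 13 for the interaction, which also had 13 under 0.01 alone and 12 with library size. Sample weights gave 914 for insulin alone, 1232 for insulin with CHIR and 285 for the interaction. Across the 12 fits that each left out 1 library, insulin alone gave from 170 to 574 DEGs, insulin with CHIR from 285 to 755 and the interaction from 13 to 53, each highest without replicate 3 of B27(INS-) CHIR+.
PC1 held 57.42% with all genes tested, 83.52% with the top 50 DEGs in each direction of each comparison, 65.95% with unit variance, 76.93% with genes at an adjusted p under 0.01 alone, 70.14% with a pseudocount of 0.5, 74.49% with a pseudocount of 8, and 72.11% to 74.73% when 1 library was left out. PC2 held 13.37% with all genes, 9.306% with the top 50, 13.79% with unit variance, 9.696% at 0.01 alone, 11.4% with library size, and 9.927% to 11.57% when 1 library was left out. With the correlation estimated, 0 of 84 list tests passed, and 21 had an unadjusted p under 0.05. The number of genes in order over the 4 conditions was 1 with only the libraries of the comparison and 1 to 2 when 1 library was left out.
With sample weights the WNT2 interaction was -0.28, and FOXO1 with CHIR alone was 0.036 with cyclic loess. The G2/M interaction was 0.041 with library size, 0.022 with weights and 0.013 with loess. Sarcomere genes had 0.046 for insulin alone with loess, and for CHIR alone -0.107 with weights and -0.044 with loess. Fatty acid oxidation genes with CHIR alone had -0.017 with library size and -0.084 with weights. With loess, fibroblast and epicardial markers with both had 0.034, HOX genes with both 0.169 and the kinesin interaction 0.022. With weights, oxidative phosphorylation genes had 0.077 for insulin with CHIR and 0.063 for the interaction, and ribosomal protein genes 0.008 and 0.059.
When 1 library was left out, the WNT2 interaction ranged from -0.216 to 0.642, the G2/M interaction from -0.1 to 0.046 and the kinesin interaction from -0.084 to 0.002. Sarcomere genes ranged from -0.051 to 0.01 for insulin alone and from -0.141 to 0.192 for CHIR alone. Fatty acid oxidation genes ranged from -0.098 to 0.146 for CHIR alone and from -0.039 to 0.007 for both, fibroblast and epicardial markers from -0.137 to 0.011 and HOX genes from -0.259 to 0.041 for both. Oxidative phosphorylation genes ranged from -0.02 to 0.312 for CHIR alone, from -0.218 to 0.091 for insulin with CHIR and from -0.27 to 0.048 for the interaction. Ribosomal protein genes ranged from -0.058 to 0.009 for insulin alone, from -0.369 to 0.018 for insulin with CHIR and from -0.339 to 0.049 for the interaction. Replicate 3 of B27(INS-) CHIR+ had 4339733 reads, and how much of the wider spread of B27(INS-) CHIR+ is due to this depth was not separated from the other departures of that library.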

Differences from the paper's values

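The paper gives 994 variables for insulin, where 362 DEGs were found here. Among the alternatives set before the data were examined, an adjusted p under 0.05 alone gave 884, within 1.5 times of the paper's value, and the others did not come within it. Sample weights gave 914 and a replicate block with only the 6 libraries of the comparison 779, both chosen after seeing the values. For CHIR the paper's number is 5336 against 2743 here, and an adjusted p under 0.05 alone gave 5791. The remaining alternatives set before the data were examined did not close that gap. For insulin and CHIR together the paper's number is 7003 against 3968 here. An adjusted p under 0.05 alone gave 7548 and an adjusted p under 0.01 alone 5303, and no other alternative set before the data were examined came within 1.5 times of it.
The paper's share of variation for insulin is 6.04%, and PC2 held 10.76% here. None of the alternatives set before the data were examined closed this gap, and the lowest share among them was 9.306%, from the top 50 DEGs in each direction of each comparison. For SP5 with insulin and CHIR the paper's log2 fold change in Table S3 is 5.08, against 4.83 here. The fits without replicate 3 of B27(INS-) CHIR- (4.93), without replicate 1 of B27(INS+) CHIR+ (4.91) and without replicate 2 of B27(INS+) CHIR+ (4.96) lay within the larger error of the paper's value, and the other alternatives set before the data were examined did not. Chosen after seeing the values, a pseudocount of 0.5 gave 5.18 for SP5 and cyclic loess normalization 4.99.
Table S3 lists 100 genes for insulin alone, of which 20 were not DEGs here. Over the 3 comparisons, 93.24% of the entries tested were DEGs, 99.32% without replicate 3 of B27(INS-) CHIR+, and 100% with sample weights, which were chosen after seeing the values. The paper describes MYOM2 and MYL2 as lowered step by step by insulin, CHIR or both. With insulin alone the log2 fold changes were 0.23 for MYOM2 (limma adjusted p = 0.533) and 0.45 for MYL2 (limma adjusted p = 0.0921). A replicate block with only the 6 libraries of that comparison, chosen after seeing the values, gave limma adjusted p values of 0.000132 and 0.000371 for these rises. MYOM2 was higher with both than with CHIR alone, by 0.80 (limma adjusted p = 0.0102, or 0.0578 with only the 6 libraries of the comparison).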

Other observations

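The comparisons and gene lists below were set before the data were examined. The splits of libraries and the tests on the departure of replicate 3 of B27(INS-) CHIR+ were chosen only after the result was seen. Each comparison of 3 libraries against 3 has 10 splits of its 6 libraries, which cannot give a share under 0.1. When only the 6 libraries were fitted, 1 of 10 splits, the real one, gave as many DEGs for insulin alone (372), CHIR alone (2252), insulin and CHIR (4313), insulin with CHIR (360) and CHIR with insulin (3309), and the other splits gave 0 DEGs each. As many lists past the camera threshold as with the real split were found in 6 of 10 splits for insulin alone, 5 of 10 for CHIR alone, 5 of 10 for insulin and CHIR, 2 of 10 for insulin with CHIR and 3 of 10 for CHIR with insulin. Every other split mixes libraries of the compared conditions, so a real effect widens its spread within groups and part of the shift of a list remains. The splits thus do not show what unchanged genes or lists would give.
Replicate 3 of B27(INS-) CHIR+ departed from its replicates. The SD of the log2 ratio was 0.552 against replicate 1 and 0.576 against replicate 2, compared with 0.271 between these, and 1981 genes were at 0. In 10 bins of 12801 genes by reads per kb of exon, the median log2 ratio of this library to its replicates went from -0.347 in the lowest to 0.49 in the highest bin, a span of 0.838. In the 9 libraries of the other conditions the span lay between -0.179 and 0.225. After replicate 1 was thinned to the depth of replicate 3, the span was 0.026, which argues against lower depth alone. Across genes, which are not independent replicates, the Spearman correlation of the departure with reads per gene, given reads per kb, was -0.068, which argues against abundance as such. With reads per kb, given reads per gene, it was 0.554. Among 19176 genes with at least 1000 bases of exon, the highest mean over the other 11 libraries was 988.6 reads per kb (MYBPC3), and 3 genes passed 1000 in a single library, with 1027.5 at most. Of 2899 shorter genes, 5 were above 1000. These densities use every base in an exon of any annotated transcript, so genes that express shorter transcripts may be denser than stated. A candidate explanation is that reads sharing a start position were kept once, which would hold a gene near 1 read per base of exon and compress changes of the densest genes. Neither the paper's text nor the labels mention such a step, the reads were not available, and GC content was not tested. No biological explanation for the departure of 1 replicate was tested.
Insulin with CHIR raised ENPP2 (2.29), ENG (2.09), NEFH (1.86), SLC6A20 (1.69) and WNT2 most and lowered CBLN2 (-1.67), COL12A1 (-1.59), GALNT18 (-1.53), TNS1-AS1 (-1.52) and KRTAP5-AS1 (-1.46), as log2 fold changes. ENG had a limma adjusted p of 0.0352, which was above 0.05 in 7 of 12 fits that left out 1 library, up to 0.131 without replicate 2 of B27(INS+) CHIR+, and 0.0505 with only the 6 libraries of the comparison. Its log2 fold change was 1.53 without replicate 3 of B27(INS-) CHIR+. COL12A1 had a limma adjusted p of 0.0132, which was 0.0683 without replicate 2 of B27(INS+) CHIR+. TNS1-AS1 and KRTAP5-AS1 overlap TNS1 and DUSP8 on the other strand. CHIR with insulin gave 3050 DEGs, 1115 higher and 1935 lower, led by TMEM132C, RSPO2 (5.60), GLDC (5.18), SP5 (4.97) and LURAP1L (4.72), and by falls of XIRP2 (-5.03), LMOD3 (-4.57), INHBE (-4.03), BMP10 (-3.92) and KCNA5 (-3.82). Of the 2743 DEGs of CHIR alone, 2707 (98.69%) changed in the same direction with insulin present. Of the 4 genes MYL2, MYOM2, WNT2 and FOXO4, 2 (WNT2 and FOXO4) changed in 1 direction at each step from B27(INS-) CHIR- through insulin alone and CHIR alone to both.
Ribosome biogenesis genes had a median log2 fold change of 0.40 with CHIR alone (41 of 41 higher, camera adjusted p = 4.64e-13) and 0.46 with both (41 of 41 higher, camera adjusted p = 5.86e-13). Ribosomal protein genes, which have pseudogene copies, had 0.35 with CHIR alone, or 0.08 without replicate 3 of B27(INS-) CHIR+. Oxidative phosphorylation genes had 0.20, or -0.02 without that library, and fatty acid oxidation genes 0.06 (camera adjusted p = 0.916), or -0.10 without it. With both treatments the medians were 0.10 for ribosomal protein genes, 0.07 for oxidative phosphorylation genes and -0.02 for fatty acid oxidation genes. Sarcomere genes had -0.33 for insulin with CHIR, or -0.08 without replicate 3 of B27(INS-) CHIR+. Among markers, with both treatments, the median was -0.04 for 12 fibroblast and epicardial genes (-0.14 without replicate 3 of B27(INS+) CHIR+), 0.50 for 4 of 10 endothelial genes, 0.62 for 4 of 8 pluripotency genes and -0.06 for 11 of 16 HOX genes (0.04 without replicate 1 of B27(INS+) CHIR+), with camera adjusted p values of 0.748, 0.0898, 0.188 and 0.722. The mean over the genes differed from these medians, at 0.26 (SD 0.16 over 3 libraries) for the fibroblast and epicardial genes (4 of 12 higher) and 0.55 (SD 0.08) for the HOX genes (5 of 11 higher). Under fry the adjusted p with both treatments was 0.00111 for the endothelial and 0.00266 for the pluripotency genes. With insulin alone the pluripotency genes had 0.55 (4 of 4 higher, camera adjusted p = 0.00511, fry adjusted p = 0.00221), with an adjusted p of 0.133 when the correlation was estimated. The table held 0 mRNAs of the mitochondrial genome.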
